# *Vps33b* is crucial for structural and functional hepatocyte polarity

**DOI:** 10.1016/j.jhep.2017.01.001

**Published:** 2017-05

**Authors:** Joanna Hanley, Dipok Kumar Dhar, Francesca Mazzacuva, Rebeca Fiadeiro, Jemima J. Burden, Anne-Marie Lyne, Holly Smith, Anna Straatman-Iwanowska, Blerida Banushi, Alex Virasami, Kevin Mills, Frédéric P. Lemaigre, A.S. Knisely, Steven Howe, Neil Sebire, Simon N. Waddington, Coen C. Paulusma, Peter Clayton, Paul Gissen

**Keywords:** Vps33b, Hepatocyte polarity, Canalicular membrane, Cholestasis, Protein trafficking, Rab11a, Gene transfer, Bile canaliculi, Bile, Liver diseases

## Abstract

**Background & Aims:**

In the normal liver, hepatocytes form a uniquely polarised cell layer that enables movement of solutes from sinusoidal blood to canalicular bile. Whilst several cholestatic liver diseases with defects of hepatocyte polarity have been identified, the molecular mechanisms of pathogenesis are not well defined. One example is arthrogryposis, renal dysfunction and cholestasis syndrome, which in most patients is caused by *VPS33B* mutations. VPS33B is a protein involved in membrane trafficking that interacts with RAB11A at recycling endosomes. To understand the pathways that regulate hepatocyte polarity better, we investigated VPS33B deficiency using a novel mouse model with a liver-specific *Vps33b* deletion.

**Methods:**

To assess functional polarity, plasma and bile samples were collected from *Vps33b* liver knockout (*Vps33b*^fl/fl^*-AlfpCre*) and control (*Vps33b*^fl/fl^) mice; bile components or injected substrates were quantitated by mass spectrometry or fluorometry. For structural analysis, livers underwent light and transmission electron microscopy. Apical membrane and tight junction protein localisation was assessed by immunostaining. Adeno-associated virus vectors were used for *in vivo* gene rescue experiments.

**Results:**

Like patients, *Vps33b*^fl/fl^-AlfpCre mice showed mislocalisation of ATP-binding cassette proteins that are specifically trafficked to the apical membrane via Rab11a-positive recycling endosomes. This was associated with retention of bile components in blood. Loss of functional tight junction integrity and depletion of apical microvilli were seen in knockout animals. Gene transfer partially rescued these defects.

**Conclusions:**

*Vps33b* has a key role in establishing structural and functional aspects of hepatocyte polarity and may be a target for gene replacement therapy.

**Lay summary:**

Hepatocytes are liver cells with tops and bottoms; that is, they are polarised. At their bottoms they absorb substances from blood. They then, at their tops, secrete these substances and their metabolites into bile. When polarity is lost, this directional flow of substances from blood to bile is disrupted and liver disease follows. In this study, using a new mouse model with a liver-specific mutation of *Vps33b,* the mouse version of a gene that is mutated in most patients with arthrogryposis, renal dysfunction and cholestasis (ARC) syndrome, we investigated how the *Vps33b* gene product contributes to establishing hepatocyte polarity. We identified in these mice abnormalities similar to those in children with ARC syndrome. Gene transfer could partly reverse the mouse abnormalities. Our work contributes to the understanding of *VPS33B* disease and hepatocyte polarity in general, and may point towards gene transfer mediated treatment of ARC liver disease.

## Introduction

In metazoans, the development of three-dimensional body structures depends on the generation of polarised epithelial layers. Polarisation of epithelial cells is a complex process that requires the cooperation of multiple factors including cell junction formation, extracellular matrix interactions and intracellular protein trafficking [1]. Correct interaction of these factors enables the establishment of discrete apical and basolateral membrane domains. This then promotes normal epithelial cell function by allowing directional solute absorption and secretion [2].

In hepatocytes, the basolateral membrane faces sinusoidal blood and one or more apical domains contribute to the formation of bile canaliculi in conjunction with adjacent hepatocytes. This polarisation enables the directional flow of molecules from sinusoidal blood to canalicular bile and, as such, is crucial for normal biliary physiology [3]. Genetic disorders of hepatic tight junction formation and protein trafficking entail a loss of hepatocyte polarity. This impaired hepatocyte polarity causes pathophysiological features similar to those of cholestatic liver diseases caused by mutations in genes encoding apical ATP-binding cassette transporters [4], [5], [6], [7].

One such polarity-loss disorder is arthrogryposis renal dysfunction and cholestasis syndrome (ARC). ARC is an autosomal recessive multisystem disorder. It has a spectrum of severity and typically is characterised by congenital joint contractures, renal tubular acidosis and neonatal jaundice leading to death in infancy [8]. However, in milder cases patients survive into adulthood and have raised serum bile acid values but normal bilirubin levels [9]. Approximately 75% of ARC patients harbour germline mutations in *VPS33B*. VPS33B is orthologous to the yeast Sec-1-Munc18 family protein Vps33p: a class C vacuolar protein sorting (vps) protein that regulates SNARE-mediated vesicle fusion [10]. Class C vps proteins are core constituents of the homotypic fusion and vacuole protein sorting (HOPS) and class C core vacuole/endosome tethering (CORVET) multiprotein complexes, crucial in several stages of vesicular trafficking [11]. Whilst the Vps33p ortholog VPS33A is recognised as a member of the mammalian HOPS complex [12], the function of VPS33B is associated with the activity of Rab11 family members [13].

Rab11a is involved in protein trafficking via the apical recycling endosome (ARE) and, thereby, biogenesis of the apical membrane domain [14]. Canalicular proteins that are specifically trafficked via Rab11a-positive ARE are mislocalised in ARC patient liver [8], [11]. Whilst patients’ serum aminotransferase and gamma-glutamyl transpeptidase (γGT) activities are normal, serum alkaline phosphatase (ALP) activity is substantially elevated [8].

To treat the human liver diseases associated with failure to regulate apical-basolateral polarity, one must understand the pathways that govern hepatocyte polarisation. We therefore investigated the molecular pathology of ARC liver disease to elucidate the role of VPS33B in establishing hepatocyte polarity in mammals. We generated and characterised a novel murine model with a liver-specific *Vps33b* gene mutation (*Vps33b*^fl/fl^*-AlfpCre*) that recapitulates key aspects of ARC liver disease. In *Vps33b*^fl/fl^-AlfpCre animals we observed structural and functional defects of hepatocyte polarity associated with failure to generate the canalicular membrane correctly. We could, in part, reverse these defects by adeno-associated virus mediated gene transfer.

## Materials and methods

### *Vps33b*^fl/fl^-AlfpCre mouse generation

Mice with *Vps33b* exons 2–3 flanked by loxP sites were generated by Artemis Pharmaceuticals (Cologne, Germany) as described and crossed onto a C57BL/6 J background [15]. Mice were further crossed with AlfpCre-recombinase expressing animals to obtain *Vps33b*^fl/fl^-AlfpCre mice with hepatocyte and cholangiocyte specific *Vps33b* deletion [16]. Animals were sacrificed at 14–16 weeks of age and Cre-negative, age matched littermates were used as wild-type controls. For experiments on a cholic acid (CA) diet, 8 week old mice were fed 0.5% CA supplemented chow (TestDiet® Europe, London, UK) for 6 weeks and sacrificed immediately thereafter at age 14 weeks. For histologic assessment in older animals, mice were aged for 10 to 12 months and fed a normal chow diet. All experimental animal groups were of mixed gender. All procedures were undertaken with United Kingdom Home Office approval in accordance with the Animals (Scientific Procedures) Act of 1986.

### Mass spectrometry

Bile acids were quantified by UPLC-MS/MS [17]. Bile acid concentrations in bile were corrected by flow rate. Details are provided in the Supplementary methods section.

### Transmission electron microscopy (TEM)

Details of TEM procedures [13] are provided in the Supplementary methods section.

### Biliary secretion analysis

For analysis of bile composition, bile was collected by cannulating the gall bladder of 14–16-week-old CA fed mice using polyethylene (PE-10) tubing following midline laparotomy and ligation of the common bile duct. Analysis of biliary cholyl-L-lysyl-fluorescein (CLF) secretion via MRP2 was carried out using *in vivo* methods [18]. Integrity of hepatic tight junction barrier function was measured using 40 kDa fluorescein isothiocyanate (FITC)-conjugated dextran (FD-40) [19]. Results obtained from CLF and FD-40 fluorometric analysis were corrected for bile flow rate.

### Microarray analysis

Total RNA was extracted from liver samples using the RNAeasy Microkit per manufacturer’s instructions (Qiagen, Manchester, UK). RNA transcript levels were measured using Affymetrix Mouse Gene 2.0 microarrays. Details of *in silico* gene expression and pathway analysis are described in the Supplemental methods section.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [20] and are accessible through GEO series accession number GSE83192 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83192).

### Adeno-associated virus (AAV) vector production

All ssAAV2/8 vectors were made by the adenovirus-free transient transfection method, using a chimeric AAV2 Rep-8Cap packaging plasmid (pAAV2-8) and an adenoviral helper plasmid [21]. Vectors were purified [22] and vector genome (vg) titres were determined by standard alkaline gel based methods [23]. Details of molecular cloning procedures are provided in the Supplemental methods section.

### Serum and bile biochemical assays, immunoblotting and histological and immunostaining

All the above procedures are described in the Supplemental methods section.

## Results

### The ARC liver phenotype is recapitulated in *Vps33b*^fl/fl^-AlfpCre mice and exacerbated by CA feeding

Loss of *Vps33b* expression in hepatocytes of *Vps33b*^fl/fl^-AlfpCre animals was confirmed by fluorescence *in situ* hybridisation and Western blotting techniques (Supplementary Fig. 1A and B).

To assess hepatobiliary injury associated with *Vps33b* mutation, levels of plasma ALP activity; alanine aminotransferase (ALT) activity and bilirubin concentrations were measured in 14-week-old animals fed normal chow or a 0.5% CA diet (n = 4–6). As in ARC patients, a significant increase in plasma ALP activity was detected in normal chow fed *Vps33b*^fl/fl^-AlfpCre mice (3-fold, median: 241.0 U/L, IQR: 123.5–283.5 U/L) in comparison to Cre-negative *Vps33b*^fl/fl^ littermates (median: 80.0 U/L, IQR: 54.0–113.50 U/L) (Fig.1A, *p* = 0.0317, Mann Whitney *U* test). In CA fed animals, a greater increase in ALP activity (6.5-fold) was observed in the plasma of *Vps33b*^fl/fl^-AlfpCre mice (median: 874.5 U/L, IQR: 688.0–994.5 U/L) than in that of *Vps33b*^fl/fl^ mice (median: 134.0 U/L, IQR: 108–144.0 U/L) (Fig.1A, *p* = 0.0022, Mann Whitney *U* test). Whilst ALT activity levels appeared slightly raised in *Vps33b*^fl/fl^-AlfpCre animals, no significant difference in plasma ALT activity was found between *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre mice under both diet conditions (Fig.1B, normal diet *p* = 0.0591, CA diet *p* = 0.1775, Mann Whitney *U* test). Although ALT activity levels increased in both *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre animals following CA feeding, this increase was not statistically significant (*Vps33b*^fl/fl^ *p* = 0.0691, *Vps33b*^fl/fl^-AlfpCre *p* = 0.1111). Addition of CA to the diet may therefore have a slight effect on liver injury in both wild-type and knockout animals. CA feeding consistently increased liver mass in *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre mice (1.5-fold, *Vps33b*^fl/fl^ *p* = 0.0078, *Vps33b*^fl/fl^-AlfpCre *p* = 0.0043) and liver mass was significantly increased between *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre mice under both diet conditions (normal diet 1.7-fold; *p* = 0.0117, CA diet 1.5-fold; *p* = 0.0050) (Fig.1C). Plasma bilirubin concentrations were below detection level (<2 μmol/L) in all experimental groups.

As high plasma bile acid levels characterise ARC cholestasis [8], we measured bile acids in mouse plasma by mass spectrometry (n = 5–6). Concordantly, median total bile acid levels of 97.30 μM (IQR: 68.85–259.2 μM) and 12.65 μM (IQR: 7.65–20.90 μM) were observed in normal diet *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ samples respectively (Fig.1D, 7.6-fold, *p* = 0.0043, Mann Whitney *U* test). In CA diet *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ plasma samples, total bile acid levels were increased with respective concentrations of 190.4 μM (IQR: 78.2–295.9 μM) and 24.1 μM (IQR: 13.0–31.9 μM) detected (7.9-fold, *p* = 0.0022).

These results collectively show that key biomarkers of ARC cholestasis (raised plasma ALP and bile acid levels, with normal aminotransferase levels) are recapitulated in *Vps33b*^fl/fl^-AlfpCre mice fed either normal chow or a 0.5% CA diet. As CA feeding did not create artefactual phenotypes in *Vps33b*^fl/fl^-AlfpCre mice and only exacerbated disease phenotypes already observed at physiological level, CA feeding was not considered a confounding factor. The remaining experiments in this study were carried out in CA fed animals unless otherwise stated.

### Histologic findings in livers of *Vps33b*^fl/fl^-AlfpCre mice

Light microscopy of 14-week-old, CA fed *Vps33b*^fl/fl^-AlfpCre mouse liver sections primarily revealed fibrotic changes that were not observed in *Vps33b*^fl/fl^ sections. By trichrome staining (n = 3) we observed periportal and pericentral fibrous expansion with focal bridging fibrosis in *Vps33b*^fl/fl^-AlfpCre mice (Fig.1E). As leucocyte infiltration was observed in *Vps33b*^fl/fl^-AlfpCre liver (Supplementary Fig. 2), these fibrotic changes may indicate a response to inflammation caused by cholestasis in *Vps33b*^fl/fl^-AlfpCre animals.

Trichrome staining of liver sections from 12-month-old *Vps33b*^fl/fl^-AlfpCre mice fed normal chow revealed marked geographic fibrosis and focal steatosis (n = 3) (Fig.1E). This suggests a progression of fibrotic changes and possible defects of lipid metabolism and accumulation in aged animals.

To investigate the mechanism of liver damage in *Vps33b*^fl/fl^-AlfpCre mice, levels of apoptosis were assessed by immunostaining 14-week-old liver sections to detect cleaved caspase 3 (CC3) protein (n = 3). The percentage of CC3 positive cells per field of view was significantly increased in *Vps33b*^fl/fl^-AlfpCre sections in comparison to *Vps33b*^fl/fl^ sections under both normal diet and CA diet conditions (*p* <0.0001 and *p* = 0.0058 respectively, Mann Whitney *U* test) (Supplementary Fig. 3). This suggests that apoptosis may contribute to the liver injury observed in *Vps33b*^fl/fl^-AlfpCre mice. However, in comparison to cholestatic mouse models of bile salt export pump (BSEP) deficiency, the percentage of apoptotic cells detected in *Vps33b*^fl/fl^-AlfpCre sections was relatively low [24].

### *Vps33b*^fl/fl^-AlfpCre animals show mislocalisation of apical membrane proteins

*In vitro* studies have suggested that VPS33B has a role in apical membrane protein trafficking in epithelial cells [11]. This is reported specifically to involve interaction with Rab11a-positive ARE. To investigate possible defects of protein trafficking to the canalicular membrane, we used immunostaining of *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre mouse liver sections to assess the localisation of apical membrane proteins known to be trafficked via Rab11a-positive ARE (n = 3). In contrast to *Vps33b*^fl/fl^ tissue, in *Vps33b*^fl/fl^-AlfpCre sections we observed absence of the ATP-binding cassette proteins BSEP and ABCG8 at the hepatocyte canalicular membrane (Fig.2A and Supplementary Fig. 4A). These proteins are responsible for secretion into bile of conjugated bile acids and cholesterol respectively [25], [26], [27]. We also observed mislocalisation of the GPI anchored glycoprotein carcinoembryonic antigen (CEA) in *Vps33b*^fl/fl^-AlfpCre liver with a diffuse stain appearing around the entire hepatocyte membrane as opposed to the clear and selective apical marking in *Vps33b*^fl/fl^ liver (Supplementary Fig. 4B). Multidrug resistance-associated protein 2 (MRP2) reportedly bypasses the RE during apical trafficking [28], [29]. Interestingly, as in ARC patients, MRP2 did not appear mislocalised in *Vps33b*^fl/fl^-AlfpCre mouse liver (Fig.2B). Localisation of basolateral proteins appeared unaffected by loss of *Vps33b* (Supplementary Fig. 4C).

Immunofluorescence detection of BSEP in normal chow fed mice established that protein mislocalisation was not an artefact of CA feeding and also showed intracellular punctate staining in *Vps33b*^fl/fl^-AlfpCre sections (Supplementary Fig. 5A). Immunoblotting analysis showed that BSEP and ABCG8 expression levels were not strongly affected in *Vps33b*^fl/fl^-AlfpCre liver (Supplementary Fig. 5B and C). These data collectively suggest that canalicular proteins were mislocalised to intracellular vesicles rather than downregulated in *Vps33b*^fl/fl^-AlfpCre liver.

### Disruption of functional hepatocyte polarity in *Vps33b*^fl/fl^-AlfpCre mice

To investigate the physiological impact of apical protein mislocalisation, levels of bile components were assessed by mass spectrometry in plasma and bile samples of CA fed *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre mice (n = 4–6). We observed a significant increase in plasma bile salt levels of *Vps33b*^fl/fl^-AlfpCre animals over those of *Vps33b*^fl/fl^ mice (Table 1). The major accumulating bile acid in plasma was taurocholate, which in *Vps33b*^fl/fl^-AlfpCre mice was present at a median concentration of 97.9 μM: 49-fold higher than the median concentration in *Vps33b*^fl/fl^ mice. The median concentrations of most other bile acid species were also increased: glycocholate 9.7-fold; cholate 7-fold; tauro-diOH-cholanoates 7.5-fold; glyco-diOH-cholanoates 9.3-fold; tauro-tetraOH-cholanoates 80-fold; glyco-tetraOH-cholanoates 26-fold.

In comparison to *Vps33b*^fl/fl^ mice, the main biliary bile acid, taurocholate, was present at 1.9-fold higher concentrations in *Vps33b*^fl/fl^-AlfpCre mouse bile (not statistically significant). Biliary levels of glyco-diOH-cholanoates were equivalent between *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ animals (Table 2). However, median biliary concentrations of all other bile acids were lower in *Vps33b*^fl/fl^-AlfpCre mice than in *Vps33b*^fl/fl^ mice (1.9-, 13.3-, 1.5- and 4.3-fold reduction in glycocholate, unconjugated cholate, tauro-diOH-cholanoates, and unconjugated diOH-cholanoates respectively). These reduced concentrations were not statistically significant excepting unconjugated cholate (*p* = 0.0190).

Total cholesterol and phospholipid levels were also significantly increased in plasma (2.8- and 2-fold respectively) and decreased in bile (3.6- and 1.5-fold respectively) of *Vps33b*^fl/fl^-AlfpCre animals (*p* = 0.0079 in all tests, Mann Whitney *U* test) (Fig.2C and D). Collectively these results suggest that the directional flow of bile components from blood to canalicular bile is disrupted in *Vps33b*^fl/fl^-AlfpCre mice. Increased levels of plasma total cholesterol were confirmed in normal chow fed *Vps33b*^fl/fl^-AlfpCre (Supplementary Fig. 6A).

In a further group of 14-week-old CA fed animals, we analysed the composition of plasma cholesterol as concentrations of total (Supplementary Fig. 6B), free and esterified cholesterol (n = 6–7). Levels of free cholesterol in plasma of *Vps33b*^fl/fl^-AlfpCre mice were significantly increased (3.6-fold; *p* = 0.0012, Mann Whitney *U* test) over those of *Vps33b*^fl/fl^ animals (Supplementary Fig. 6C, median: 0.3678 μg/μl; IQR: 0.2996–0.5072 μg/μl and median: 0.1036 μg/μl; IQR: 0.0836–0.1615 μg/μl respectively) whilst levels of esterified cholesterol were equivalent between *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ mice (Supplementary Fig. 6D, median: 0.5134 μg/μl; IQR: 0.3869–0.5459 μg/μl and median: 0.4371 μg/μl; IQR: 0.3998–0.5747 μg/μl respectively). This suggests that the increased levels of total cholesterol observed in plasma of *Vps33b*^fl/fl^-AlfpCre mice are largely due to the increase in concentration of free cholesterol as opposed to esterified cholesterol.

CLF is secreted into canalicular bile specifically via MRP2 [18]. To determine whether MRP2 protein was functional as well as correctly localised in *Vps33b*^fl/fl^-AlfpCre hepatocytes, anaesthetised animals were given an intravenous injection of CLF followed by collection of bile and plasma fractions for fluorometric quantification of CLF (n = 4). Plasma and bile levels of CLF did not significantly differ between *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ mice, suggesting normal MRP2 function in V*ps33b* deficiency (Fig.2E and F). However, accumulation of CLF in bile appeared more rapid in *Vps33b*^fl/fl^-AlfpCre animals. This is consistent with reports that suggest an increase in mouse MRP2 expression levels in liver in response to bile acid retention [30].

### Inflammatory and metabolic pathways are perturbed in *Vps33b*^fl/fl^-AlfpCre liver

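The gene expression data come from the livers of 10 mice fed chow with 0.5% cholic acid (CA), a primary bile acid, with 1 Affymetrix Mouse Gene 2.0 array per mouse. Of these, 4 were Cre-negative *Vps33b* fl/fl controls (males 1 and 2 and females 3 and 4) and 6 were *Vps33b* fl/fl-AlfpCre mice, called knockout mice here (males 1, 2 and 3 and females 4, 5 and 6). *Vps33b*, the targeted gene, encodes a protein of vesicle trafficking. Its log2 expression was 9.12, 9.15, 9.14 and 9.13 in control mice 1 to 4 and 9.38, 9.20, 9.19, 9.23, 9.39 and 8.92 in knockout mice 1 to 6 (probe set 17479548). The log2 fold change of *Vps33b*, knockout minus control, was 0.08 (95% interval -0.13 to 0.29, adjusted p = 0.739 from limma). The exons that this probe set reads are not given in the sources used here, and a probe set outside the deleted exons would read *Vps33b* transcripts from hepatocytes and other cells alike, so this value checks nothing about the labels. The paper reports loss of *Vps33b* in hepatocytes of mice of the *Vps33b* fl/fl-AlfpCre line by *in situ* hybridisation and Western blotting (Supplementary Fig. 1A and B). It does not say whether these 10 mice were among those examined, so this bears on the line and not on the label of any single mouse. All mice are named by their labels, which were not checked otherwise.

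The authors' processing gave 1 log2 value per probe set and mouse, made with RMA (background correction, quantile normalisation across arrays and summary of the probes) in the oligo package. The log2 scale was read from the range of the values, which are not centred per gene. The file holds 41345 probe sets, of which 23521 carry 1 gene symbol, 1814 carry several and 16010 are not listed in the platform annotation used here. For the 1082 genes with more than 1 probe set, the one with the highest mean over the 10 mice was kept, which left 22180 genes. Each gene was tested for genotype with sex as a term (limma, Benjamini-Hochberg adjustment, threshold 0.05), and fold changes are log2 differences of knockout minus control mice. Genes are also grouped in 36 lists of pathways and cell types. The lists were written after Fig. 3 had been seen, and 22 of the genes printed there are in them. For these genes the lists are not independent of the paper's own selection. The supplementary methods were not used here, and the paper's text names no test per gene. The labels give a start of CA feeding at 10 weeks of age for 2 weeks, the methods at 8 weeks for 6 weeks, and the results a sacrifice at 10 to 14 weeks. The number of arrays, not a read depth, limits the precision.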

To assess differential gene expression in liver following *Vps33b* deletion, we carried out microarray analysis of total RNA isolated from *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre liver samples (n = 4–6) from mice fed a 0.5% CA diet and sacrificed at 10–14 weeks.

Using partial least squares (PLS) regression, we observed that the first PLS component clearly separated *Vps33b*^fl/fl^-AlfpCre from *Vps33b*^fl/fl^ liver samples (Supplementary Fig. 7). 

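*Gpnmb*, a glycoprotein of macrophages and lysosomes, had the largest positive loading on the first PLS component (0.0856), followed by *Sprr1a*, a small proline-rich protein of epithelia (0.0850). The largest negative loadings belonged to 2 cytochrome P450 genes, *Cyp2b9* (-0.0683) and *Cyp3a16* (-0.0642). PLS regression of genotype on the gene-centred, unscaled log2 values of the 22180 genes gave scores of 6.32 to 19.39 in the 6 *Vps33b* fl/fl-AlfpCre mice and of -27.07 to -12.59 in the 4 *Vps33b* fl/fl mice, without overlap. Scores did not overlap in 72 of the 100 splits of these mice that keep the balance of the sexes, the split by genotype included. This component held 27.2% of the variance of all genes. Male control 1 lay nearest the knockout mice, and male knockout 3 had the lowest knockout score. When each mouse was left out and its genotype predicted from the other 9, with 0 for control, 1 for knockout and a boundary of 0.5, 9 of 10 mice fell on their own side. The exception was control 1, with a prediction of 0.593. Of the 4 genes named above, *Gpnmb* passed the per-gene limma test, and *Sprr1a* (2.71, adjusted p = 0.0739), *Cyp2b9* (-2.37, adjusted p = 0.222) and *Cyp3a16* (-2.29, adjusted p = 0.0955) did not. *Sprr1a* passed without control 1 at 0.0108 and knockout 1 at 0.0292, in a range of adjusted p of 0.0108 to 0.386 over all alternatives, and *Cyp3a16* without control 1 at 0.0384, in a range of 0.000167 to 0.503. The lowest of these for *Cyp3a16* came from the fit with 4 groups of genotype and sex. Males of both genotypes and knockout females read *Cyp3a16* on average no higher than background. Its -2.29 therefore averages a fall seen in females with males in which none could be measured. Each gene was centred but not scaled, so genes with a wide spread weigh most.

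**Figure D1:**
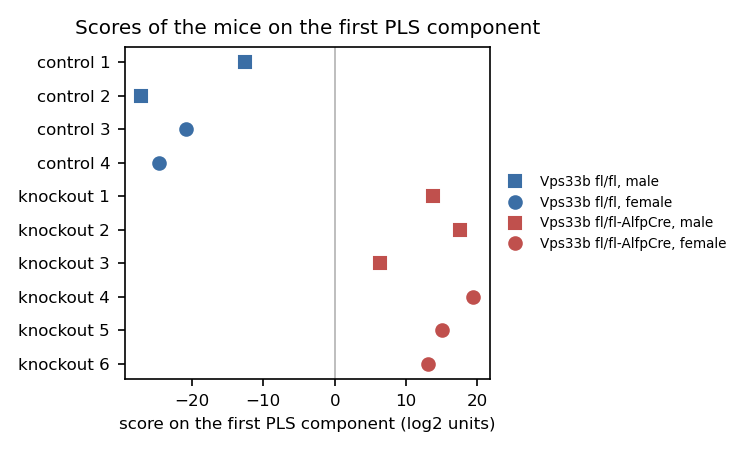
Scores of the 10 mice on the first PLS component (horizontal axis, in log2 units), one point per mouse, with squares for males and circles for females, in blue for *Vps33b* fl/fl and in red for *Vps33b* fl/fl-AlfpCre mice. All controls lie at or below -12.59 and all knockout mice at or above 6.32.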

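Among the genes that were higher in *Vps33b* fl/fl-AlfpCre liver were *Gpnmb*, with a log2 fold change of 2.91 (standard error 0.45, adjusted p = 0.00701), the glutamate transporter *Slc1a1* (2.71, adjusted p = 0.00794), *Cib3* of the calcium- and integrin-binding family (2.39, adjusted p = 0.00394) and the prostaglandin D2 synthase *Ptgds* (2.36, adjusted p = 0.00949). *Mfge8*, a secreted protein that links dying cells to phagocytes, rose by 2.19 (standard error 0.22, adjusted p = 0.000996), and *Lpcat4*, a lysophospholipid acyltransferase, by 1.93 (standard error 0.16, adjusted p = 0.000755). Among the genes that were lower were the lysolipid transporter *Mfsd2a* (-2.32, adjusted p = 0.00452), the membrane receptor *Paqr9* (-2.06, adjusted p = 0.00217) and the fatty acid hydroxylase *Cyp4a14* (-2.45, adjusted p = 0.0239). These genes were picked from the largest changes past the threshold in which every knockout mouse lay beyond every control of its own sex. The calls held with any 1 mouse left out, except that of *Cyp4a14*, which was lost without control 1 at 0.0514, control 2 at 0.097 and knockout 2 at 0.0551, in a range of adjusted p of 0.00135 to 0.109 over all alternatives. The ranges were 0.00123 to 0.0938 for *Cib3* and 0.000975 to 0.0863 for *Mfsd2a*, and that of *Mfsd2a* includes its loss with no sex term at 0.0863. Over all genes, 690 were higher and 252 lower in knockout liver in limma, 104 and 27 of them by at least 2-fold. Of all 22180 genes, past the threshold or not, every knockout mouse lay above every control of its own sex in 1153 (5.20%) and below it in 824 (3.72%), where chance gives 1% in each direction. Of the 50 genes with the largest loading, 37 were higher and 13 lower in knockout mice, and 31 and 6 of these passed the limma test. Of the 49 genes of Fig. 3 that have a probe set of their own, 47 were in this top 50. Over those 49, which were chosen on these mice and are not independent evidence, 30 passed the test as higher and 5 as lower, 7 were higher without passing and 7 lower without passing. The number that passed, 35, was 23 without control 2 and ran from 22 to 43 over the alternatives that test all 49. The number of higher genes was 233 without control 2, 244 without control 4, 372 without knockout 4, 440 without knockout 2 and 448 without control 3. The number of lower genes was 47, 77, 113, 115 and 114 without the same mice, 144 without knockout 5 and 449 without control 1.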

Relevant genes were identified by selecting those with the largest contribution to the first component (Fig. 3).

In comparison to samples from Cre-negative littermates, in *Vps33b*^fl/fl^-AlfpCre liver, we observed upregulation of several genes involved in the inflammatory response. This included markers of immune cells (*Ly6d*, *Cd14*) as well as chemokines that induce immune cell infiltration (*Ccl2, Cxcl10*). 

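Of 39 measured genes of the inflammatory response, 11 were higher in *Vps33b* fl/fl-AlfpCre liver, none was lower and 28 did not pass the limma test (18 were higher when adjusted over the list alone). *Il1b*, the cytokine interleukin 1 beta, rose by 1.30 (standard error 0.20, adjusted p = 0.00622), and *Lcn2*, the iron-binding lipocalin of innate defence, by 1.10 (standard error 0.15, adjusted p = 0.00388), with every knockout mouse above every control of its own sex for both. Of 20 macrophage markers, 8 were higher, 0 lower and 12 did not pass (17 higher when adjusted over the list alone), among them *Trem2*, a lipid receptor of macrophages (1.11, adjusted p = 0.0137), and *C1qa*, a chain of complement C1q (0.57, adjusted p = 0.0181). Of 20 acute phase genes, 3 were higher and 17 did not pass (4 higher when adjusted over the list alone). These were *Lcn2* and the orosomucoids *Orm3* (1.71, adjusted p = 0.0114) and *Orm2* (0.69, adjusted p = 0.0226). Of 16 interferon-response genes, 2 were higher and 14 did not pass (8 higher when adjusted over the list alone), namely the transcription factor *Irf7* (0.86, adjusted p = 0.0142) and *Oasl1* (0.72, adjusted p = 0.042). The granulocyte receptor *Csf3r* (0.50, adjusted p = 0.0239) was the 1 of 13 neutrophil markers that passed (2 when adjusted over the list alone), and 0 of 15 lymphocyte markers passed in limma, over all genes or over the list alone (1 higher and 1 lower at an unadjusted p under 0.05).

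As sets, the inflammatory genes (median log2 fold change 0.50, camera adjusted p = 3.08e-14), macrophage markers (0.50, 8.70e-14), interferon-response genes (0.31, 1.59e-05) and acute phase genes (0.12, 0.000805) shifted upward against all other genes with a preset correlation between genes of 0.01. These calls were lost with a correlation estimated from the data, with adjusted p = 0.0952, 0.0952, 0.273 and 0.109 with an estimated correlation. In fry, another list test of limma, inflammatory genes (adjusted p = 0.00826), macrophage markers (0.00764) and acute phase genes (0.006) passed. Interferon-response genes did not pass fry (0.0789). Neutrophil markers (median 0.13, adjusted p = 0.0556) and lymphocyte markers (median 0.13, adjusted p = 0.116) did not pass as sets. With 1 mouse left out, the neutrophil set passed without control 1 at 0.0224, knockout 1 at 0.0313, knockout 2 at 0.049 and knockout 5 at 0.0491 and the lymphocyte set without control 1 at 0.0276, in ranges of 0.0224 to 0.397 and 0.0276 to 0.436 over the alternatives of the list test. The calls of *Il1b* and *Lcn2* held with any 1 mouse left out, but not in all alternatives, with adjusted p of 0.00357 to 0.0533 for *Il1b* and 0.00151 to 0.0559 for *Lcn2*. Leaving out 1 mouse ended those of *Trem2* (control 2 at 0.0627), *C1qa* (control 2 at 0.0767 and control 4 at 0.0756) and *Orm3* (control 2 at 0.0537), with the adjusted p after each mouse. It also ended those of *Orm2* (control 2 at 0.0945 and control 4 at 0.0629), *Irf7* (control 2 at 0.0606 and control 4 at 0.0633) and *Csf3r* (control 2 at 0.0981, control 3 at 0.0667, control 4 at 0.0912 and knockout 4 at 0.0519). *Oasl1* did not pass without 8 of the 10 mice, all but control 2 and control 3 (0.056 to 0.135). Over all alternatives the adjusted p ranged over 0.000988 to 0.0746 for *Trem2*, 0.00587 to 0.0791 for *C1qa* and 0.00854 to 0.0784 for *Orm3*. They were 0.0132 to 0.193 for *Orm2*, 0.00677 to 0.0938 for *Irf7*, 0.00816 to 0.0981 for *Csf3r* and 0.0277 to 0.135 for *Oasl1*. For counts of list members, here and below, the ranges over all alternatives leave out the fit with all probe sets, in which they were not counted. The number of higher inflammatory genes was 17 without control 1, 6 without control 4 and 5 without control 2 (0 to 17 over all alternatives). That of macrophage markers was 4 without knockout 2 or knockout 4, 3 without control 4 and 2 without control 2 (2 to 15 over all alternatives). That of acute phase genes was 1 without control 2 (0 to 4 over all alternatives) and that of interferon-response genes 6 without control 1, 1 without control 2, knockout 2, knockout 4, knockout 5 or knockout 6 and 0 without control 4 (0 to 7 over all alternatives).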

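*Ly6d*, a surface protein used as a lymphocyte marker (probe set 17318020), had a log2 expression of 6.72 ± 0.97 (SD, n = 4) in control and 9.00 ± 1.01 (SD, n = 6) in knockout mice. Its log2 fold change was 2.28 (standard error 0.51, adjusted p = 0.0302). *Cd14*, the co-receptor for lipopolysaccharide on monocytes and macrophages (probe set 17353747), was at 6.43 ± 0.73 (SD, n = 4) in control and 8.72 ± 0.64 (SD, n = 6) in knockout mice, a rise of 2.29 (standard error 0.31, adjusted p = 0.00343). *Ccl2*, which attracts monocytes (probe set 17254041), was at 6.92 ± 0.88 (SD, n = 4) in control and 9.47 ± 0.87 (SD, n = 6) in knockout mice, a rise of 2.55 (standard error 0.41, adjusted p = 0.00794). *Cxcl10*, an interferon-induced chemokine that attracts T cells (probe set 17449718), was at 7.31 ± 0.85 (SD, n = 4) in control and 8.77 ± 1.07 (SD, n = 6) in knockout mice, and its log2 fold change of 1.46 (standard error 0.44, adjusted p = 0.0933) did not pass the limma test over all mice. Every knockout mouse lay above every control of its own sex for *Cd14* and *Ccl2*, but not for *Ly6d* and *Cxcl10*. Of 24 chemokine genes, 6 were higher in *Vps33b* fl/fl-AlfpCre liver, none was lower and 18 did not pass (10 were higher when adjusted over the list alone). With *Ccl2* they include *Cxcl16*, a chemokine and scavenger receptor (0.84, adjusted p = 0.00701), *Cxcl14* (1.13, adjusted p = 0.0128) and *Cx3cl1*, the membrane-bound fractalkine (0.47, adjusted p = 0.0172). The chemokine set had a median log2 fold change of 0.36 (camera adjusted p = 5.77e-07 with the preset correlation, adjusted p = 0.0869 with an estimated correlation, and 0.00826 in fry). The calls of *Cd14*, *Ccl2* and *Cxcl16* held with any 1 mouse left out, but those of *Cd14* and *Ccl2* not in all alternatives, with adjusted p of 0.000517 to 0.0558 for *Cd14* and 0.000517 to 0.0825 for *Ccl2*. That of *Ly6d* was lost without control 2 at 0.106, control 3 at 0.0798, control 4 at 0.105, knockout 2 at 0.0673, knockout 4 at 0.0734, knockout 5 at 0.0655 and knockout 6 at 0.0554, in a range of adjusted p of 0.00543 to 0.171 over all alternatives. That of *Cxcl14* was lost without control 2 at 0.0606, in a range of 0.00693 to 0.0718, and that of *Cx3cl1* without control 2 at 0.0613 and control 3 at 0.0508, in a range of 0.00816 to 0.126. *Cxcl10* passed without control 1 at 0.00318, in a range of 0.00318 to 0.487. The number of higher chemokine genes was 10 without control 1, 3 without control 3 and 2 without control 2 (1 to 10 over all alternatives).

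**Figure D2:**
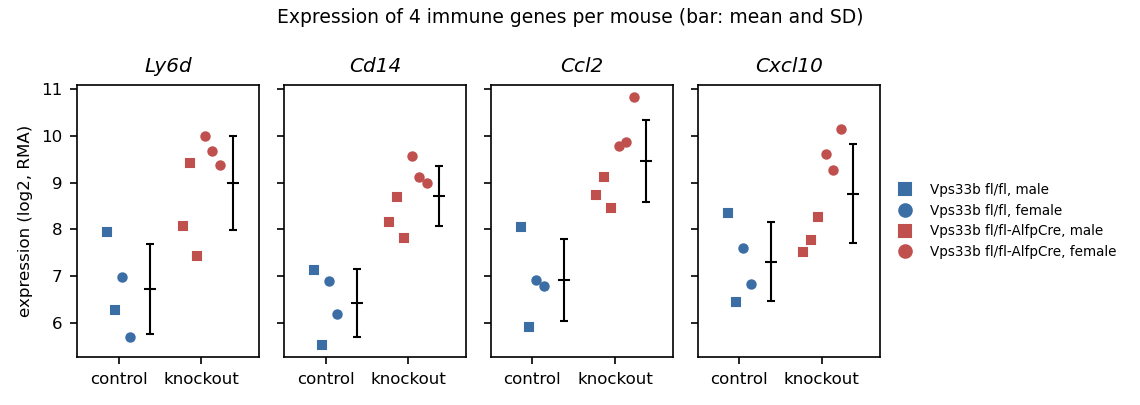
Log2 expression of *Ly6d*, *Cd14*, *Ccl2* and *Cxcl10* (vertical axis, RMA values), one point per mouse, with squares for males and circles for females, in blue for the 4 *Vps33b* fl/fl and in red for the 6 *Vps33b* fl/fl-AlfpCre mice. Bars give the mean and SD of each genotype, for example 6.92 and 9.47 for *Ccl2*.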

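In the 150 genes with the largest loading on the first PLS component, 90 were higher and 21 lower in *Vps33b* fl/fl-AlfpCre liver by the limma test. Against all 22180 genes, 13 of 35 lists held more of these 150 genes than expected (one-sided Fisher's exact test, Benjamini-Hochberg adjustment over the lists). Chance cannot be excluded for this number of lists, since 64 of 100 sex-balanced splits of the mice, the real one included, gave at least as many, up to 19. The p values below treat genes as independent, which they are not. The 150 genes included 9 of 18 genes with higher expression in female liver (adjusted p = 3.75e-14), 7 of 21 genes of fatty acid synthesis (7.04e-10), 6 of 19 markers of bile duct cells (1.91e-08), 4 of 20 macrophage markers (6.26e-05), 4 of 21 lysosome genes (6.42e-05) and 4 of 24 chemokines (9.61e-05). Smaller groups were 3 of 14 targets of the oxidative stress factor NRF2 (0.000457), 3 of 17 sulfotransferases (0.000748), 3 of 26 drug-metabolising cytochrome P450 genes (0.00246), 2 of 15 genes with higher expression in male liver (0.0143), 2 of 20 acute phase genes (0.0232) and 2 of 29 genes of fatty acid oxidation (0.0441). Genes of bile acid synthesis accounted for 0 of the 150. With each gene scaled to unit variance 1 list was enriched, and with the 150 genes of smallest limma p 4 were.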

Using the Database for Annotation, Visualization and Integrated Discovery (DAVID), we identified many over-represented gene ontology annotations in the top 150 genes (Supplementary Fig. 8). In particular, we observed terms relating to ‘inflammatory response’ but annotations such as ‘membrane’ and ‘extracellular region’ were also elicited.

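Of 39 genes of the inflammatory response, 10 were among the 150 genes with the largest loading. Genes drawn at random would give 0.264 (adjusted p = 1.39e-12, one-sided Fisher's exact test, which treats genes as independent). The 10 genes include *Ccl2*, *Cd14* and *Cxcl10*, which Fig. 3 also prints. The list was written after Fig. 3 had been seen, so these genes are not independent evidence. Since 64 of 100 sex-balanced splits of the mice gave at least as many enriched lists, this p value does not exclude a chance split of the mice. For extracellular proteins, the top 150 held 4 of 24 chemokines (9.61e-05) and 2 of 20 acute phase genes (0.0232), and also 2 of 38 genes of matrix and fibrosis, which did not pass the test (0.0681). No list covers membrane proteins as a whole. Of narrower lists, the top 150 held 1 of 25 genes of tight junctions and polarity (0.248), 1 of 16 genes of microvilli and the apical membrane (0.18), 1 of 10 basolateral bile acid transporters (0.153) and 0 of 11 canalicular transporters. The transporters *Slc1a1* and *Mfsd2a*, also membrane proteins, were among the 150 too. The gene ontology annotations that the paper tested were not used here, so these lists neither bear out nor contradict its terms for the membrane and the extracellular region.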

Additionally, numerous genes involved in metabolic pathways were identified as misregulated in *Vps33b*^fl/fl^-AlfpCre mouse liver. 

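Of 21 genes of fatty acid synthesis, 9 were lower in *Vps33b* fl/fl-AlfpCre liver, 1 was higher and 11 did not pass the limma test (16 lower and 1 higher when adjusted over the list alone). *Me1*, the malic enzyme that supplies NADPH, fell by 1.28 (standard error 0.16, adjusted p = 0.00282) and the elongase *Elovl6* by 1.01 (standard error 0.16, adjusted p = 0.00794). The lipid droplet protein *Pnpla3* fell by 1.43 (standard error 0.23, adjusted p = 0.00794), the lipogenic factor *Thrsp* by 1.63 (adjusted p = 0.0316) and the acetyl-CoA carboxylase *Acacb* by 1.40 (adjusted p = 0.0181). The gene that rose was *Elovl7*, another elongase (2.46, adjusted p = 0.0193). Of 29 genes of fatty acid oxidation and PPARα targets, 12 were lower, 1 was higher and 16 did not pass (16 lower and 1 higher when adjusted over the list alone). The receptor *Ppara* (-0.58, adjusted p = 0.022), the acyl-CoA thioesterase *Acot1* (-1.43, adjusted p = 0.0107) and the peroxisomal enzyme *Ehhadh* (-0.56, adjusted p = 0.0116) were lower, and the fatty acid transporter *Cd36*, named after its value was seen, was higher (0.67, adjusted p = 0.0161). *Cyp26a1*, which degrades retinoic acid (-1.50, adjusted p = 0.00794), and the deiodinase *Dio1*, which activates thyroid hormone (-1.48, adjusted p = 0.0127), were also lower. Every knockout mouse lay beyond every control of its own sex for *Elovl6*, *Ppara*, *Ehhadh* and *Cd36*, but not for *Elovl7*. Of 19 genes of cholesterol synthesis, 2 were lower and 17 did not pass (8 lower when adjusted over the list alone), namely *Hsd17b7* (-0.54, adjusted p = 0.0109) and *Tm7sf2* (-0.71, adjusted p = 0.0189). In other lists, single genes passed. One was *Cyp2c37* of 26 drug-metabolising cytochrome P450 genes (-0.95, adjusted p = 0.0193, 7 lower when adjusted over the list alone). The others were the urea cycle enzyme *Arg1* of 21 genes of amino acid metabolism (-0.43, adjusted p = 0.0447, 5 lower when adjusted over the list alone) and the glutathione transferase *Gstt3* of 21 conjugating enzymes (-0.50, adjusted p = 0.0342, 3 lower when adjusted over the list alone), and also the pyruvate kinase *Pkm* of 16 genes of glycolysis and gluconeogenesis (0.51, adjusted p = 0.0127, 1 higher when adjusted over the list alone) and *Me1* of 14 NRF2 targets (1 lower when adjusted over the list alone). Of 17 sulfotransferases, 0 passed in limma over all genes or over the list alone (1 higher and 5 lower at an unadjusted p under 0.05), but 2 were lower without knockout 3 and 1 without control 1 (0 to 2 lower over all alternatives).

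Leaving out 1 mouse ended no call of *Me1*, *Elovl6*, *Pnpla3*, *Acot1* and *Cyp26a1*, but those of *Elovl6*, *Pnpla3* and *Cyp26a1* did not hold in all alternatives, with adjusted p of 0.00224 to 0.162 for *Elovl6*, 0.000652 to 0.169 for *Pnpla3* and 0.00216 to 0.105 for *Cyp26a1*. It ended those of *Acacb* (control 2 at 0.0606 and control 3 at 0.0594), *Elovl7* (control 2 at 0.0835 and control 4 at 0.0782) and *Ppara* (control 2 at 0.0825 and control 4 at 0.0861), with the adjusted p after each mouse. In the same way it ended those of *Ehhadh* (control 2 at 0.0564), *Cd36* (control 2 at 0.0699), *Dio1* (control 2 at 0.0537), *Hsd17b7* (control 2 at 0.0537) and *Pkm* (control 4 at 0.0562). More mice mattered for *Tm7sf2* (control 2 at 0.0836, control 3 at 0.0575 and control 4 at 0.0534) and *Cyp2c37* (control 2 at 0.0799 and control 4 at 0.0652). *Thrsp* did not pass without control 2 at 0.125, control 3 at 0.0985, control 4 at 0.117, knockout 2 at 0.0589, knockout 4 at 0.0618 and knockout 5 at 0.0687. *Gstt3* did not pass without control 1 at 0.0618, control 2 at 0.119, control 3 at 0.0523, control 4 at 0.109, knockout 2 at 0.0707 and knockout 4 at 0.0795. *Arg1* did not pass without 9 of the 10 mice, all but knockout 1 (0.0564 to 0.148). Among the genes that lost a call without 1 mouse, the highest adjusted p over all alternatives was 0.357 (*Cyp2c37*) and the lowest 0.00231 (*Tm7sf2*). The number of lower genes of fatty acid synthesis was 5 without control 4 or knockout 4, 4 without control 3 and 3 without control 2 (1 to 13 over all alternatives). That of fatty acid oxidation was 5 without control 4 and 1 without control 2 (1 to 13 over all alternatives), that of cholesterol synthesis was 8 without control 1, 1 without control 3 or control 4 and 0 without control 2 (0 to 8 over all alternatives) and that of cytochrome P450 genes was 4 without knockout 1, 3 without control 1, 2 without control 3, knockout 3, knockout 5 or knockout 6 and 0 without control 2 or control 4 (0 to 4 over all alternatives). Over all alternatives 0 to 2 genes of amino acid metabolism and 0 to 3 conjugating enzymes were lower, and 0 to 2 genes of glycolysis and gluconeogenesis and 0 to 2 NRF2 targets higher.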

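Of 21 measured genes of bile acid synthesis, 4 were lower in *Vps33b* fl/fl-AlfpCre liver, none was higher and 17 did not pass the limma test (8 were lower when adjusted over the list alone). *Cyp39a1*, a hydroxylase of oxysterols, fell by 0.63 (standard error 0.13, adjusted p = 0.0238), *Akr1c14*, a steroid dehydrogenase, by 0.42 (standard error 0.09, adjusted p = 0.0256), and *Hsd3b7*, which modifies the steroid ring, by 0.34 (standard error 0.09, adjusted p = 0.0475). *Acnat2*, which joins fatty acids to amino acids, fell by 1.03 (standard error 0.24, adjusted p = 0.0341). For these 4 genes, every knockout mouse lay below every control of its own sex. *Cyp7a1*, the rate-limiting enzyme of the classical pathway, was at 4.63 ± 1.44 (SD, n = 4) in control and 4.65 ± 0.50 (SD, n = 6) in knockout mice, and control 3 (6.78) stood apart from the other controls (3.85 to 3.99). The other 3 controls and 2 of the 6 knockout mice lay within 3.38 to 4.51, the range of Y-linked genes in female livers, which is background. Its log2 difference was 0.01 (adjusted p = 0.993), with a 95% interval of -1.09 to 1.11, and 0.75 (adjusted p = 0.174) without control 3, in a range of -0.32 to 0.97 over all alternatives. A value this near background bounds no fold. The 12α-hydroxylase *Cyp8b1* (0.07, adjusted p = 0.88), the sterol 27-hydroxylase *Cyp27a1* (-0.20, adjusted p = 0.159), the oxysterol hydroxylase *Cyp7b1* (-0.77, adjusted p = 0.0675) and the conjugating enzymes *Baat* (-0.13, adjusted p = 0.426) and *Slc27a5* (-0.10, adjusted p = 0.747) did not pass either. The mean of *Cyp8b1* over the mice lay below the median of all genes, and so dim a signal limits what its small difference shows. As a set, the genes of bile acid synthesis had a median log2 fold change of -0.21, with 18 of 21 below 0 (camera adjusted p = 1.99e-06 with the preset correlation, adjusted p = 0.0952 with an estimated correlation, and 0.00764 in fry). By camera p the list ranked 11 of 35.

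Of 14 targets of the bile acid receptor FXR, the phospholipid transporter *Abcb4* was higher (0.53, adjusted p = 0.0316) and *Ppara* lower (2 higher and 3 lower when adjusted over the list alone). Of 10 basolateral bile acid transporters the efflux pump *Abcc1* was higher (0.43, adjusted p = 0.0284) and 0 were lower (1 higher and 3 lower when adjusted over the list alone), while 2 were lower without knockout 3, 2 with array weights and 1 without control 1 or knockout 6 (0 to 2 over all alternatives). The FXR targets had 0 to 2 higher and 0 to 2 lower genes over all alternatives. Leaving out 1 mouse ended the calls of *Cyp39a1* (control 2 at 0.0967, control 4 at 0.0597 and knockout 2 at 0.0522) and *Akr1c14* (control 2 at 0.0981, control 4 at 0.104, knockout 2 at 0.0572, knockout 4 at 0.066 and knockout 5 at 0.0542), with the adjusted p after each mouse. *Acnat2* did not pass without control 1 at 0.0541, control 2 at 0.121, control 3 at 0.0577, control 4 at 0.0644, knockout 2 at 0.0668 and knockout 4 at 0.0768. *Abcc1* did not pass without control 2 at 0.0988, control 3 at 0.0592, control 4 at 0.111, knockout 2 at 0.0615 and knockout 4 at 0.0694. *Hsd3b7* did not pass without control 2 at 0.165, control 3 at 0.0985, control 4 at 0.162, knockout 1 at 0.0855, knockout 2 at 0.0589, knockout 4 at 0.106, knockout 5 at 0.0798 and knockout 6 at 0.0807. *Abcb4* did not pass without control 2 at 0.114, control 3 at 0.102, control 4 at 0.0782, knockout 2 at 0.0689, knockout 3 at 0.051, knockout 4 at 0.0787 and knockout 5 at 0.0632. *Ppara* did not pass without control 2 at 0.0825 and control 4 at 0.0861. *Cyp7b1* passed without control 1 at 0.034 and knockout 3 at 0.0365. Over all alternatives the adjusted p ranged over 0.00398 to 0.0967 for *Cyp39a1*, 0.00898 to 0.112 for *Akr1c14* and 0.022 to 0.198 for *Acnat2*. They were 0.0146 to 0.16 for *Abcb4*, 0.0115 to 0.0861 for *Ppara*, 0.0128 to 0.148 for *Abcc1*, 0.0174 to 0.171 for *Hsd3b7* and 0.0241 to 0.458 for *Cyp7b1*. The number of lower genes of bile acid synthesis was 2 without control 3 or knockout 5, 1 without knockout 4 and 0 without control 2, control 4 or knockout 2 (0 to 6 over all alternatives).

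**Figure D3:**
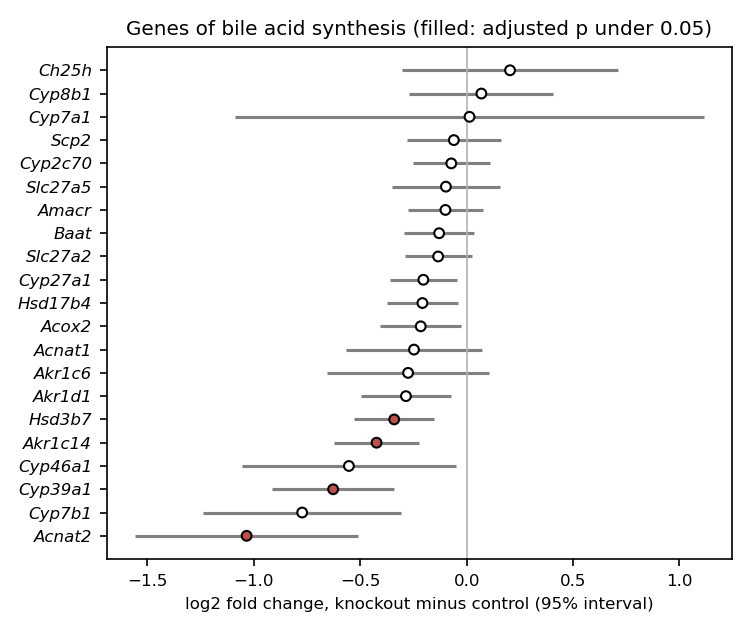
Log2 fold change of each of the 21 measured genes of bile acid synthesis (horizontal axis, knockout minus control), one row per gene, with its 95% interval. Filled points have an adjusted p under 0.05, and the lowest is *Acnat2* at -1.03.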

Gene set enrichment analysis consistently identified the Kegg pathway bile acid biosynthesis as the most perturbed pathway in *Vps33b*^fl/fl^-AlfpCre animals. Several other metabolic and inflammatory pathways also were perturbed (Supplementary Table 1).

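With the preset correlation, 19 of 35 lists passed camera's test, 10 of them higher and 9 lower in *Vps33b* fl/fl-AlfpCre liver. Chance cannot be excluded for this number, since 11 of 100 sex-balanced splits of the mice, the real one included, gave at least as many, up to 22. Each of the others either kept all but 1 of the controls as controls or put all of them in the other group. They therefore hold much of the genotype contrast and are not free of it. Splits that kept 1 or 2 controls as controls gave at most 18. The metabolic lists that shifted downward were fatty acid synthesis (median log2 fold change -0.48, adjusted p = 6.01e-12), fatty acid oxidation and PPARα targets (-0.32, 2.98e-09), drug-metabolising cytochrome P450 genes (-0.33, 9.91e-07), cholesterol synthesis (-0.31, 1.59e-05), amino acid and urea metabolism (-0.11, 0.000533) and conjugating enzymes (-0.08, 0.0285). Sulfotransferases (median -0.22, adjusted p = 0.0519), glycolysis and gluconeogenesis (0.03, 0.134), NRF2 targets (0.15, 0.455), FXR targets (0.03, 0.911), basolateral bile acid transporters (-0.17, 0.402) and genes of endoplasmic reticulum stress (0.07, 0.113, 0 of 15 genes past the limma threshold over all genes or over the list alone, 2 higher and 0 lower at an unadjusted p under 0.05, 2 higher without control 1 and 0 to 2 over all alternatives) did not pass. With a correlation estimated from the data, 3 of the 35 lists held, namely bile duct markers, genes with higher expression in female liver and drug-metabolising cytochrome P450 genes (adjusted p = 0.0195 for the last, with an estimated correlation). The others did not, with adjusted p = 0.0777 for fatty acid synthesis, 0.0952 for fatty acid oxidation, 0.305 for cholesterol synthesis, 0.294 for amino acid metabolism and 0.294 for conjugating enzymes with an estimated correlation. With fry, 14 of the 35 lists passed, among them fatty acid synthesis (fry adjusted p = 0.00434) and fatty acid oxidation (0.00764). Cholesterol synthesis (0.107), amino acid metabolism (0.0707) and conjugating enzymes (0.119) did not pass fry. The set of conjugating enzymes was also lost without control 1 at 0.0514, control 3 at 0.0506, knockout 3 at 0.0753 and knockout 6 at 0.131. With 1 mouse left out, the sulfotransferases passed without control 1 at 0.0125, control 2 at 0.0415, knockout 1 at 0.0374 and knockout 3 at 0.0182, the NRF2 targets without control 1 at 0.0269 and the stress genes without control 1 at 0.00474, in ranges of 0.0125 to 0.484, 0.0269 to 0.999 and 0.00474 to 0.445 over the alternatives of the list test.

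**Figure D4:**
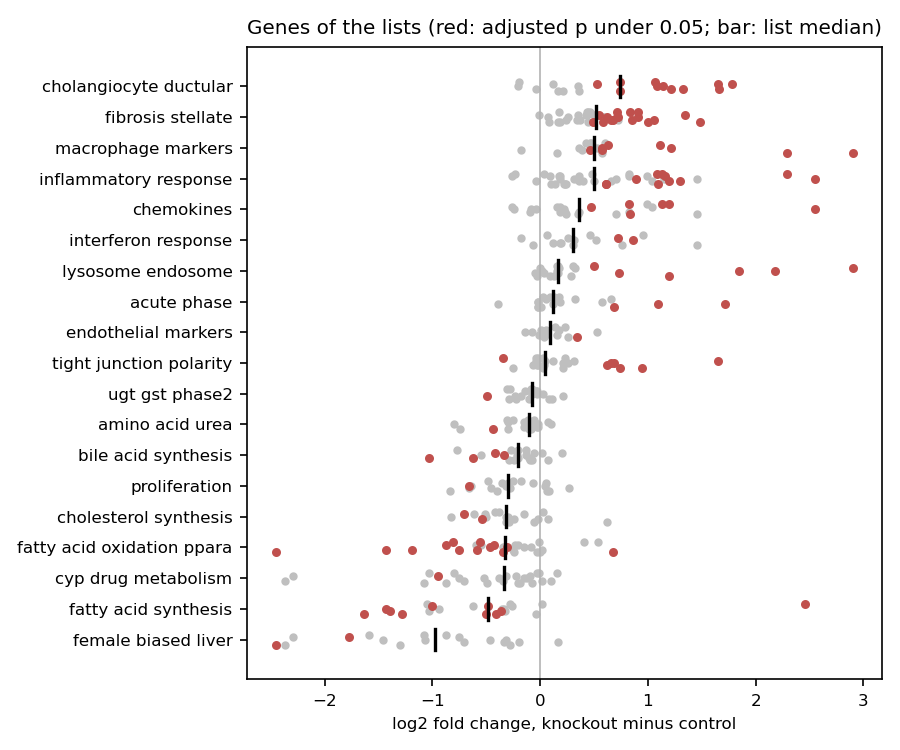
Log2 fold change (horizontal axis, knockout minus control) of each measured gene of the 19 lists that passed camera's test with the preset correlation, one point per gene and one row per list, ordered by the list median (black bar), from -0.97 to 0.74. Red points have an adjusted p under 0.05.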

Collectively, these data support our observations of inflammation and fibrotic changes in *Vps33b*^fl/fl^-AlfpCre liver and suggests that intrahepatic retention of bile components may directly result in dysregulation of bile acid metabolism in *Vps33b*^fl/fl^-AlfpCre mice.

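Of 38 measured genes of extracellular matrix and stellate cells, 17 were higher in *Vps33b* fl/fl-AlfpCre liver, none was lower and 21 did not pass the limma test (29 were higher when adjusted over the list alone). *Col6a3*, a chain of collagen VI, rose by 1.06 (standard error 0.16, adjusted p = 0.00705), *Timp1*, an inhibitor of matrix metalloproteinases, by 1.00 (standard error 0.16, adjusted p = 0.00794), *Loxl1*, which crosslinks elastin and collagen, by 0.91 (standard error 0.13, adjusted p = 0.00464), and *Nid1*, a basement membrane protein, by 1.48 (standard error 0.23, adjusted p = 0.00724). In these 4 genes every knockout mouse lay above every control of its own sex, and the calls held with any 1 mouse left out. Those of *Col6a3*, *Timp1* and *Loxl1* did not hold in all alternatives, with adjusted p of 0.00381 to 0.0617 for *Col6a3*, 0.00272 to 0.105 for *Timp1* and 0.00272 to 0.0519 for *Loxl1*. The list had a median log2 fold change of 0.52, with 37 of 38 genes above 0 and the smallest camera p of the 35 lists (adjusted p = 1.02e-22 with the preset correlation, adjusted p = 0.0789 with an estimated correlation, and 0.00479 in fry). Markers of other cell types were measured in the same livers. Of 19 bile duct markers 11 were higher (13 when adjusted over the list alone), and of 14 endothelial markers 1 was (3 when adjusted over the list alone), namely the junction protein *Cdh5* (0.34, adjusted p = 0.0373), while 0 of 20 hepatocyte markers passed in limma over all genes or over the list alone (0 higher and 2 lower at an unadjusted p under 0.05, 0 to 1 lower over all alternatives, median -0.07, camera adjusted p = 0.0556). The call of *Cdh5* was lost without 8 of the 10 mice, all but control 1 and knockout 6 (adjusted p 0.0523 to 0.14), in a range of 0.0145 to 0.279 over all alternatives, and the hepatocyte markers passed as a set without knockout 3 at 0.0146, in a range of 0.0146 to 0.384 over the alternatives of the list test. The number of higher matrix genes was 11 without knockout 1, 10 without control 3 or knockout 4, 7 without control 4 and 5 without control 2 (5 to 27 over all alternatives but the fit with all probe sets).

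From the array data as a whole, the paper reasons that they bear out its observations of inflammation and fibrosis in *Vps33b* fl/fl-AlfpCre liver. It proposes that bile components kept back in the liver may directly disturb bile acid metabolism in these mice.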

### The hepatocyte phenotype is rescued by AAV mediated gene transfer

To determine whether reintroduction of VPS33B to *Vps33b*^fl/fl^-AlfpCre hepatocytes could restore structural and functional polarity, we performed gene transfer experiments using ssAAV2/8 vectors containing either wild-type or codon optimised human *VPS33B* cDNA (ssAAV2/8-EFS-*hVPS33B*-WPRE and ssAAV2/8-EFS-*hVPS33Bco*-WPRE respectively) (Fig.4A). Vectors were administered to 5-week-old mice at a dose of 1 × 10^12^ vector genomes (vg) per animal via intraperitoneal injection. At 8 weeks of age, injected animals and control groups received CA supplemented feed for 6 weeks. At 14 weeks, without re-exposure to a normal diet, animals were sacrificed and transgene expression in hepatocytes was confirmed immunohistochemically (Supplementary Fig. 9).

In animals treated with ssAAV2/8-EFS-*hVPS33B*-WPRE and ssAAV2/8-EFS-*hVPS33Bco*-WPRE vectors, we observed respective 2.1- and 4.9-fold decreases in median levels of plasma ALP *vs. Vps33b*^fl/fl^-AlfpCre mice (Fig.4B). This was accompanied by a 2.7-fold decrease of total plasma bile acid levels in ssAAV2/8-EFS-*hVPS33B*-WPRE treated mice and a significant 11-fold decrease in plasma bile acid levels of mice receiving ssAAV2/8-EFS-*hVPS33Bco*-WPRE (*p* = 0.0015, Kruskal-Wallis test) (Fig.4C). Plasma levels of cholesterol and phospholipid were also reduced in mice receiving ssAAV2/8-EFS-*hVPS33B*-WPRE and ssAAV2/8-EFS-*hVPS33Bco*-WPRE vectors (Fig.4D and E).

Immunostaining demonstrated partial restoration of canalicular membrane protein localisation following gene transfer with both vectors (Fig.4F; Supplementary Fig. 10). This suggests that, following gene transfer, functional polarity is rescued, as manifest by correction of protein localisation to the apical membrane.

### *Vps33b*^fl/fl^-AlfpCre hepatocytes show tight junction defects

Hepatic tight junctions constitute the barrier that separates sinusoidal blood from canalicular bile. Following knockdown of Rab11a, WIF-B9 cells form tight junctions that appear morphologically abnormal [31]. To study the role of *Vps33b* in Rab11a dependent canalicular membrane biogenesis, we investigated tight junction abnormalities in *Vps33b*^fl/fl^-AlfpCre liver by immunostaining for Claudin1. In control *Vps33b*^fl/fl^ liver, Claudin1 staining revealed normal belt-like tight junctions (Fig.5A). In *Vps33b*^fl/fl^-AlfpCre tissue, Claudin1 marking was irregular and tortuous, suggesting changes in tight junction organisation (Fig.5B). Following gene transfer of 1 x 10^12^ vg/animal ssAAV2/8-EFS-*hVPS33Bco*-WPRE vector, we observed partial correction of tight junction appearance (Fig.5C).

To assess functional integrity of hepatic tight junctions in *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ liver, we measured levels of FD-40 in bile following intravenous injection. Disruption of tight junction barrier function results in rapid biliary accumulation of FD-40. Fluorometry documented build-up of FD-40 in the bile of *Vps33b*^fl/fl^-AlfpCre mice earlier than in control *Vps33b*^fl/fl^ littermates (*p* = 0.01342) (Fig.5D). This observation suggests that tight junctions in *Vps33b*^fl/fl^-AlfpCre mice, abnormal in Claudin1 distribution on immunostaining, were defective in function.

### Structural abnormalities of *Vps33b*^fl/fl^-AlfpCre canaliculi

Ultrastructure of *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ canaliculi was assessed by TEM. Relative to Cre-negative littermates, we observed a marked paucity of canalicular microvilli in *Vps33b*^fl/fl^-AlfpCre hepatocytes (Fig.6A and B). Ultrastructure of the bile canaliculi appeared restored in mice treated with ssAAV2/8-EFS-*hVPS33Bco*-WPRE vector (Fig.6C). To quantify these observations in terms of apical membrane length relative to canaliculus size, we measured the total inner membrane length of the bile canaliculi and normalised these values to the length of the outer canalicular perimeter (Fig.6D). In *Vps33b*^fl/fl^-AlfpCre cells we observed a significant decrease in inner membrane length in comparison to Vps33b^fl/fl^ cells. This corresponds to an overall loss of canalicular membrane surface area in the absence of *Vps33b*. This observation was accompanied by a significant increase in canalicular membrane length in hepatocytes of AAV treated mice in comparison to untreated *Vps33b*^fl/fl^-AlfpCre animals (*p* <0.001, One way ANOVA, Bonferroni’s test). Measurements of tight junction length and breadth did not differ between *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre micrographs (Supplementary Fig. 11).

## Discussion

Loss of apical-basolateral hepatocyte polarity is observed in many types of inherited cholestatic liver disease and in liver cancer [4], [5], [6], [7], [32], [33]. However, the molecular mechanisms that cause this loss are not well determined. In this study, we aimed to improve understanding of the pathways that govern hepatocyte polarity. Specifically, we investigated the role of VPS33B in biogenesis of the bile canaliculus and subsequent maintenance of apical domain structure and function. To achieve this aim, we generated a novel murine model with a liver epithelial cell-specific deletion of *Vps33b* (*Vps33b*^fl/fl^*-AlfpCre*) that recapitulates hepatocyte polarity defects observed in patients with ARC syndrome.

ARC patients with *VPS33B* mutations show cholestasis with high plasma ALP activity and bile acid levels. Patients’ aminotransferase activity and γGT levels remain normal [8]. In agreement with these data, our *Vps33b*^fl/fl^-AlfpCre mice demonstrated significant increases in plasma ALP and total bile acid levels in comparison to Cre-negative littermates. As seen in other cholestasis models, these phenotypes were exacerbated by CA feeding [34]. No significant difference in plasma ALT activity was observed in *Vps33b*^fl/fl^-AlfpCre *vs. Vps33b*^fl/fl^ mice and γGT levels were not assessed as mice do not express γGT in hepatocytes after birth [35]. Biomarkers in our *Vps33b*^fl/fl^-AlfpCre mouse thus accurately track those used to assess ARC liver disease. Like patients with clinically milder ARC, *Vps33b*^fl/fl^-AlfpCre animals did not manifest increased serum bilirubin levels.

As ALP is normally expressed at the apical hepatocyte membrane, the increase in plasma ALP levels in *Vps33b*^fl/fl^-AlfpCre animals may be due to defects in apical membrane biosynthesis. Further increases in plasma ALP caused by the CA diet may be related to canalicular damage, although increased ALP synthesis or shifts in localisation are also possible. Further evidence of canalicular injury is supplied by immunostaining of ARC patient liver biopsy specimens, which reveals mislocalisation of proteins typically located at the apical membrane. Among these is BSEP, an ATP-binding cassette transporter required for movement of conjugated bile acids from blood to bile [25]. The mislocalisation of BSEP was reproduced in our *Vps33b*^fl/fl^-AlfpCre animals under both normal diet and CA diet conditions. By immunofluorescence, we observed punctate intracellular BSEP staining, consistent with localisation of BSEP in intracellular vesicles.

In patients with progressive familial intrahepatic cholestasis type 2 (PFIC2), the loss of BSEP results in intrahepatic retention of bile salts [36]. In the *Bsep* knockout mouse, severe cholestatic liver disease is observed when mice are fed a diet containing 0.5% CA [24]. In agreement with these observations, by utilising a recently developed mass spectrometry technique, we detected significant increases (7 to 80-fold) in plasma concentrations of TCA, GCA, CA, tauro-diOH-cholanoates, glyco-diOH-cholanoates, tauro-tetra-OH-cholanoates and glyco-tetra-OH-cholanoates in *Vps33b*^fl/fl^-AlfpCre mice fed 0.5% CA. Concentrations of plasma bile acids in *Vps33b*^fl/fl^-AlfpCre animals were only slightly lower than values previously observed in the *Bsep* knockout mouse [24].

Our comparison of biliary bile acid concentrations in *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ mice also yielded results similar to those obtained on comparison of *Bsep* knockout and wild-type mice [24]. Neither the concentration of the major biliary bile acid component, taurocholate, nor the total biliary bile acid concentration differed significantly between *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ animals. This may indicate an alternative route of apical bile acid secretion following CA feeding such as via MRP2 [37]. For some of the lesser bile acids, biliary concentrations were lower in *Vps33b*^fl/fl^-AlfpCre mice than in *Vps33b*^fl/fl^ mice. This reduction in biliary concentration was statistically significant only in the case of unconjugated cholate. As in the *Bsep* knockout mouse, this may indicate a higher rate of taurine conjugation and conversion to tetra-OH bile acid species in *Vps33b*^fl/fl^-AlfpCre animals as a mechanism of reducing bile acid toxicity [38]. Indeed, the proportion of unconjugated bile acids in plasma and bile of *Vps33b*^fl/fl^-AlfpCre mice was lower than that of *Vps33b*^fl/fl^ littermates and a significant increase in conjugated tetra-OH species was observed in *Vps33b*^fl/fl^-AlfpCre plasma. Overall, these data suggest that mislocalisation of BSEP in *Vps33b*^fl/fl^-AlfpCre mice has a similar effect on transport of bile acids to the effect of *Bsep* knockout. However, even CA fed *Vps33b*^fl/fl^-AlfpCre animals had normal serum bilirubin concentrations, no obvious reduction in survival and only a small increase in apoptosis (as detected by CC3 staining), thus suggesting liver disease less severe than that in *Bsep* knockout mice [24].

In addition to BSEP mislocalisation, in *Vps33b*^fl/fl^-AlfpCre hepatocytes we observed mislocalisation of ABCG8, an apical ATP-binding cassette transporter involved in the directional movement of cholesterol [27]. Concordant with a loss of apical ABCG8, in comparison to *Vps33b*^fl/fl^ mice, we detected reduced levels of total cholesterol in bile and accumulation of cholesterol in plasma of CA fed *Vps33b*^fl/fl^-AlfpCre animals. Collectively these results suggest that, in the absence of *Vps33b*, apical transporter proteins are mislocalised, causing an overall loss of functional polarity and accumulation of bile components in blood.

Interestingly, the increase in plasma total cholesterol observed in *Vps33b*^fl/fl^-AlfpCre animals was due to an increase in free cholesterol as opposed to esterified cholesterol. In combination with our observation of canalicular proteins mislocalised to possible intracellular vesicles, as in other cholestatic models, this increase in free cholesterol may imply that the majority of phospholipid and cholesterol in *Vps33b*^fl/fl^-AlfpCre plasma is present in the form of lipoprotein X, biliary lipid vesicles that contain mostly free cholesterol and phosphatidylcholine, ascribed in cholestasis to shedding of hepatocyte membranes into bile and thence, with bile, between hepatocytes into plasma [39], [40].

Proteins that appear mislocalised in *Vps33b*^fl/fl^-AlfpCre mouse hepatocytes are thought to be trafficked to the canalicular membrane specifically via Rab11a-positive ARE [41]. In our model we observed mislocalisation of apical proteins that are trafficked directly from the trans golgi network (TGN) to the ARE (BSEP and ABCG8) as well as proteins that are first delivered to the basolateral membrane from TGN and then transcytosed to the canalicular membrane via ARE (CEA) [41]. However, as in ARC patients, MRP2 was not mislocalised in *Vps33b*^fl/fl^-AlfpCre liver. MRP2 is reported to bypass Rab11a-positive recycling ARE en route to the hepatocyte apical domain [28], [29]. Functional integrity of MRP2 in *Vps33b*^fl/fl^-AlfpCre liver was confirmed by intravenous administration and subsequent quantification in bile of cholyl-lysyl-fluorescein (a compound specifically exported into bile via MRP2) [18]. As in zebrafish, these results suggest that mammalian VPS33B is specifically involved in trafficking of proteins to the apical domain via Rab11a-positive ARE [11]. Basolateral membrane proteins were not mislocalised in *Vps33b*^fl/fl^-AlfpCre hepatocytes, suggesting a specific role for VPS33B in biogenesis of the bile canaliculus.

As we observed in mutant mice that MRP2 is functional and normally sited, as is MRP2 in ARC patients [11], we infer that the collections of Dubin-Johnson-like pigment in some ARC patients’ hepatocytes [42] are unlikely to originate from MRP2 absence or dysfunction.

To assess defects in structural components of hepatocyte polarity, we analysed tight junction integrity in *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ liver. As in cultured cells, immunohistochemical marking for Claudin1, a tight junction component, was irregular in *Vps33b*^fl/fl^-AlfpCre liver, with tortuous distribution [31]. Tight junctions between control *Vps33b*^fl/fl^ hepatocytes appeared uniform and belt-like. This suggestion of a structural tight junction defect was supported by our functional analysis of tight junction integrity which showed rapid accumulation of fluorescence in the bile of *Vps33b*^fl/fl^-AlfpCre mice following intravenous injection of 40 kDa fluorescent dextran (FD-40). The observed leaking of FD-40 from blood into bile suggests a loss of tight junction barrier function in *Vps33b*^fl/fl^-AlfpCre hepatocytes [19]. Whether tight junction proteins are normally trafficked to the apical membrane by VPS33B or loss of tight junction integrity is a secondary effect of incorrect apical protein trafficking remains to be determined. In contrast to reports in *Tjp2* knockout mice, our TEM analysis of tight junction ultrastructure revealed no overall increase in tight junction length or breadth following deletion of *Vps33b* [4], [7]. In future studies, freeze fracture electron microscopy may be used for a more detailed assessment of tight junction composition in *Vps33b*^fl/fl^-AlfpCre liver.

Analysis of ultrastructural images of *Vps33b*^fl/fl^-AlfpCre liver revealed a significant reduction in apical membrane area due to a partial loss of canalicular microvilli. This implies a loss of structural polarity at the apical membrane and an overall reduction of surface area for movement of solutes from the hepatocyte into bile. When *Rab11a* is mutated in mouse intestine, apical brush border microvilli are lost [43]. These results provide an interesting link between the observed interaction of VPS33B in Rab11a protein trafficking pathways and the maintenance of apical microvilli in hepatocytes.

To confirm the role of VPS33B in hepatocyte polarity, we performed *in vivo* gene rescue studies in *Vps33b*^fl/fl^-AlfpCre mice using ssAAV2/8 vectors containing either wild-type or codon optimised human *VPS33B* cDNA (ssAAV2/8-EFS-*hVPS33B*-WPRE and ssAAV2/8-EFS-*hVPS33Bco*-WPRE). At 9 weeks after gene transfer (1 × 10^12^ vg/mouse in 4–5 week old animals) we observed partial rescue of apical protein localisation, Claudin1 distribution at tight junctions, canalicular ultrastructure and plasma ALP activity, cholesterol, phospholipid and bile acid levels. This phenotype correction appeared more robust in animals treated with the codon optimised vector: all such animals had plasma total bile acid levels equivalent to those in control *Vps33b*^fl/fl^ mice. As well as confirming that the observed loss of polarity in *Vps33b*^fl/fl^-AlfpCre hepatocytes is due to *Vps33b* mutation, these experiments establish an initial proof of principle for future therapeutic use of gene transfer in ARC patients. To meet a therapeutic aim, dose optimisation and safety of *VPS33B* gene transfer would need to be determined in future studies.

In conclusion, using our novel *Vps33b*^fl/fl^-AlfpCre mouse model, we have identified that VPS33B is vital for maintenance of mammalian structural and functional hepatocyte polarity. We have established that genetic hepatocyte polarity disorders can be rescued using gene transfer with AAV vectors and that ARC liver disease may be a potential target of therapeutic gene replacement.

## Financial support

Children’s Liver Disease Foundation (CLDF), Great Ormond Street Hospital and UCL Institute of Child Health Biomedical Research Centre. European Research Council (grant ref. ERC-2013-StG-337057 CLOC), P.G. is a Welcome Trust senior clinical research fellow. J.J.B. is supported by core funding to MRC_UCL LMCB university unit (grant ref. MC_U122665002).

## Conflict of interest

Dr. Clayton reports grants and personal fees from Actelion Pharmaceuticals UK, outside the submitted work. All the other authors who have taken part in this study declared that they do not have anything to disclose regarding funding or conflict of interest with respect to this manuscript.

## Authors’ contributions

J.H. performed experiments, contributed to overall study design and wrote the manuscript which was edited by all co-authors. D.D., F.M., J.J.B., R.F., H.S., A.S-I., B.B., A.V. and S.W. performed experiments. A.M-L. performed *in silico* gene expression and pathway analysis. D.D., J.J.B., K.M., F.P.L., A.S.K., S.H., N.S., S.W., C.C.P., P.C. and P.G. contributed to overall study design. P.G. directed the study.

## Figures and Tables

**Fig. 1:**
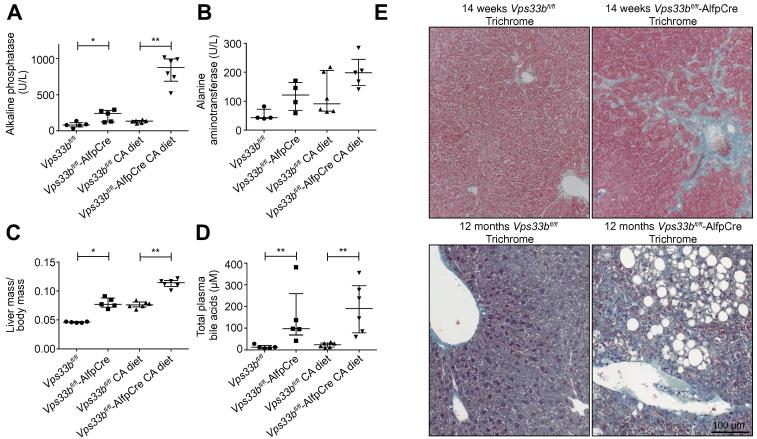
**ARC liver disease in *Vps33b*^fl/fl^-AlfpCre mice.** (A) Plasma ALP activity, (B) plasma ALT activity (C) liver mass and (D) total plasma bile acid levels assessed in 14-week-old normal chow fed and cholic acid (CA) fed *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ mice (n = 4–6). (E) Trichrome staining of liver sections from 14-week-old CA fed mice and 12-month-old mice fed with normal diet (n = 3). Graphs are presented with medians and IQR. *p* values (Mann Whitney *U* test): ALP activity, *p* = 0.0317 and *p* = 0.0022; ALT activity *p* = 0.0591 and *p* = 0.1775; plasma bile acids, *p* = 0.0043 and *p* = 0.0022; liver mass, *p* = 0.0117 and *p* = 0.0050 (normal chow fed and CA fed comparisons respectively).

**Fig. 2:**
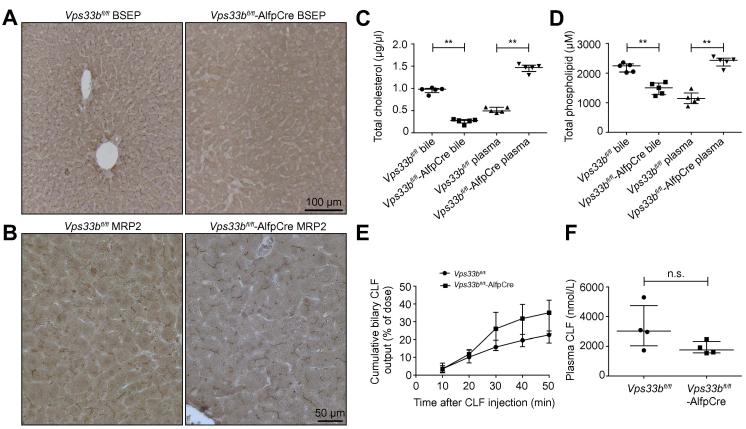
**Functional polarity defects in *Vps33b*^fl/fl^-AlfpCre mice.** (A) Immunostaining for detection of BSEP and (B) MRP2 localisation in *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ liver sections. (C) Plasma and bile levels of cholesterol and (D) phospholipid in *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ mice assessed by fluorometric analysis (n = 5, *p* = 0.0079 in all tests, Mann Whitney *U* test). (E) Cumulative biliary levels of CLF and (F) blood levels of CLF measured in *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ (n = 4). All mice were fed a cholic acid supplemented diet and sacrificed at 14–15 weeks of age. Graphs are presented with medians and IQR.

**Fig. 3:**
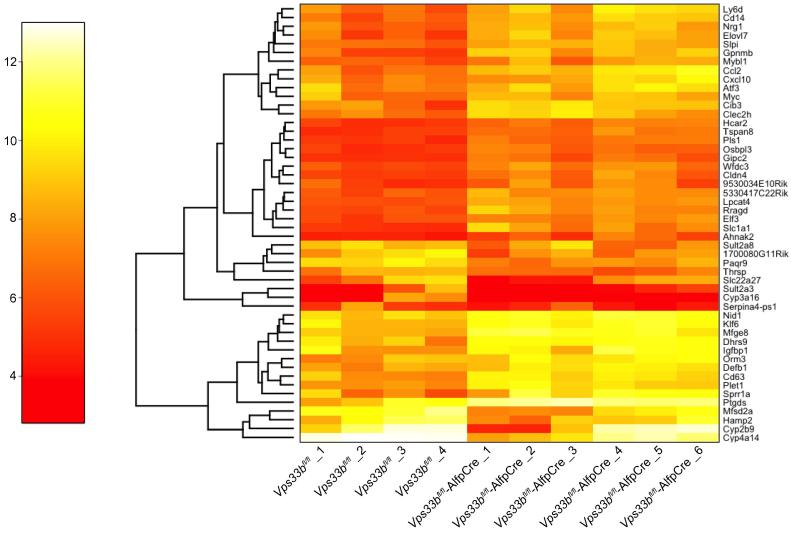
**Gene expression analysis.** Heat map showing gene expression of the top 50 genes identified as differentially expressed by PLS loading in the first component. Analysis was performed on liver RNA samples from 10–14-week-old, cholic acid fed *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre mice. Color Key: 4 (red) = lower expression level; 12 (yellow) = higher expression level. Left hand trees link genes with similar expression patterns but do not necessarily infer a functional relationship.

**Fig. 4:**
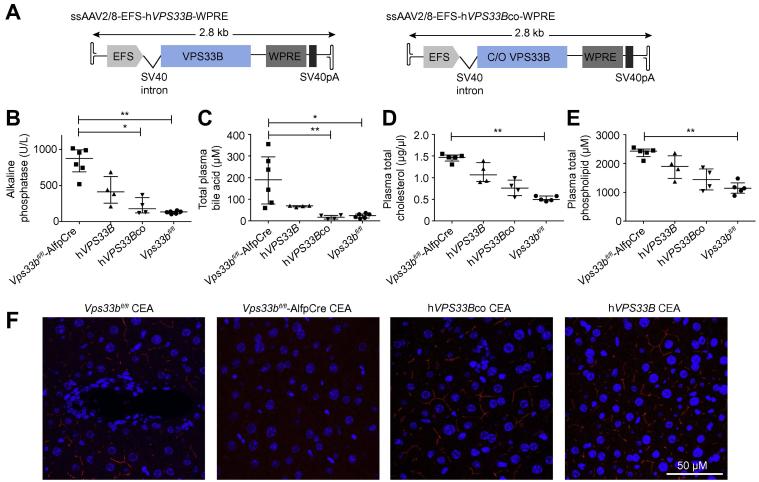
***In vivo* gene transfer of human *VPS33B*.** (A) Schematic of ssAAV2/8 vectors containing wild-type (*hVPS33B*) and codon optimised (*hVPS33Bco*) human *VPS33B* cDNA. (B) Plasma alkaline phosphatase activity levels (*p* = 0.0016, Kruskal-Wallis test), (C) total plasma bile acid levels (*p* = 0.0015, Kruskal-Wallis test) (D) Plasma cholesterol levels (*p* = 0.0023, Kruskal-Wallis test) (E) plasma phospholipid levels (*p* = 0.0047, Kruskal-Wallis test) and (F) CEA protein localisation assessed 9 weeks after injection of ssAAV2/8-EFS-*hVPS33B*-WPRE and ssAAV2/8-EFS-*hVPS33Bco*-WPRE (1 × 10^12^ vg/mouse) in 5-week-old *Vps33b*^fl/fl^-AlfpCre mice (n = 4–6). All mice were fed cholic acid supplemented diet and sacrificed at 14 weeks of age. Graphs are presented with medians and IQR.

**Fig. 5:**
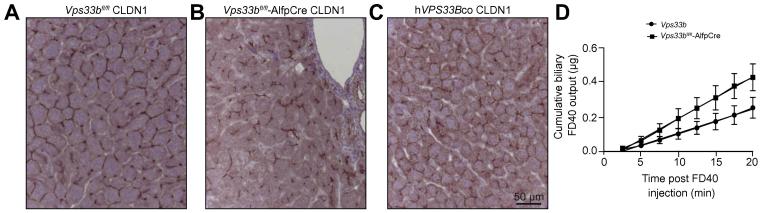
**Tight junction defects in *Vps33b*^fl/fl^-AlfpCre mice.** Appearance of hepatocellular tight junctions assessed by immunostaining for Claudin1 in (A) *Vps33b*^fl/fl^ and (B) *Vps33b*^fl/fl^-AlfpCre mouse liver sections and in (C) sections of *Vps33b*^fl/fl^-AlfpCre mouse liver 9 weeks after injection of ssAAV2/8-EFS-*hVPS33Bco*-WPRE vector (1 × 10^12^ vg/mouse injected at 5 weeks of age) (n = 3). (D) Cumulative FD-40 levels measured in bile fractions from *Vps33b*^fl/fl^-AlfpCre and *Vps33b*^fl/fl^ mice collected after intravenous FD-40 injection (n = 4–5, *p* = 0.0134). All mice were fed a cholic acid supplemented diet and sacrificed at 14–15 weeks of age.

**Fig. 6:**
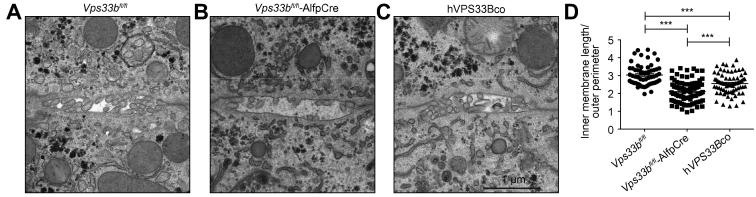
**Bile canaliculus ultrastructure.** Transmission electron micrographs of bile canaliculi in (A) *Vps33b*^fl/fl^ and (B) *Vps33b*^fl/fl^-AlfpCre mouse liver and in (C) liver of *Vps33b*^fl/fl^-AlfpCre mice injected with 1 × 10^12^ vg/mouse of ssAAV2/8-EFS-*hVPS33Bco*-WPRE vector. (D) Measurements of canalicular membrane length (± SEM) as a factor of canalicular perimeter assessed using ITEM software on mouse hepatocyte electron micrographs (n = 62–90, *p* <0.0001, One way ANOVA, Bonferroni’s test). All mice were fed a normal chow diet and sacrificed at 14–15 weeks of age.

**Table 1:** **Concentrations of bile acids in plasma from *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre mice fed 0.5% cholic acid.**

**Bile acid**	***Vps33b*^fl/fl^**			***Vps33b*^fl/fl^-AlfpCre**			**Comparison**
	**Median,** μ**M**	**25th Percentile**	**75th Percentile**	**Median,** μ**M**	**25th Percentile**	**75th Percentile**	***p* value** **(Mann Whitney *U*)**
TCA	1.99 (9.69%)	1.49	4.16	97.9 (54.55%)	46.2	183	0.002
GCA	1.09 (5.31%)	0.57	1.61	10.6 (5.91%)	6.99	24.4	0.002
CA	3.44 (16.75%)	2.19	5.84	24.2 (13.48%)	5.50	33.0	0.02
Tauro-diOH-C	1.98 (9.64%)	1.28	2.62	14.8 (8.25%)	5.67	25.4	0.004
Glyco-diOH-C	0.08 (0.39%)	0.038	0.15	0.74 (0.41%)	0.20	2.30	0.002
DiOH-C	11.8 (57.45%)	5.41	19.9	24.0 (13.37%)	11.8	33.4	0.13 (ns)
Tauro-tetraOH-C	0.08 (0.39%)	0.068	0.16	6.40 (3.57%)	1.77	10.8	0.0048
Glyco-tetraOH-C	0.03 (0.15%)	0.018	0.057	0.78 (0.43%)	0.64	2.68	0.0238
TetraOH-C	0.05 (0.23%)	0.03	0.058	0.06 (0.03%)	0.03	0.09	0.5097 (n.s.)

Contributions of individual bile acids to the total bile acid pool are listed as percentages in parenthesis.

CA, cholic acid; C, cholanoate; T, tauro; G, glyco; DiOH, dihydroxy; tetra-OH, tetrahydroxy.

**Table 2:** **Concentrations of bile acids in bile from *Vps33b*^fl/fl^ and *Vps33b*^fl/fl^-AlfpCre mice fed 0.5% cholic acid corrected by flow rate.**

**Bile acid**	***Vps33b^fl/fl^***			***Vps33b^fl/fl^-*AlfpCre**			**Comparison**
	**Median (nmol/min.100 g)**	**25th Percentile**	**75th Percentile**	**Median (nmol/min.100 g)**	**25th Percentile**	**75th Percentile**	***p* value** **(Mann Whitney *U*)**
TCA	47.26 (68.48%)	33.76	53.74	90.42 (92.26%)	70.67	99.24	0.0667(n.s.)
GCA	2.93 (4.25%)	2.12	3.99	1.58 (1.61%)	0.98	2.88	0.2571 (n.s.)
CA	11.21 (16.24%)	7.28	11.60	0.84 (0.86%)	0.14	4.55	0.0190
Tauro-diOH-C	7.30 (10.58%)	4.96	8.41	4.93 (5.03%)	2.74	6.23	0.0667(n.s.)
Glyco-diOH-C	0.18 (0.26%)	0.15	0.21	0.21 (0.21%)	0.19	0.27	0.1714 (n.s.)
DiOH-C	0.13 (0.19%)	0.08	0.31	0.03 (0.03%)	0.00	0.08	0.1143(n.s.)

Contributions of individual bile acids to the total bile acid pool are listed as percentages in parenthesis.

CA, cholic acid; C, cholanoate; T, tauro; G, glyco; DiOH, dihydroxy; tetra-OH, tetrahydroxy.

# Supplementary material for: Vps33b is crucial for structural and functional hepatocyte polarity
**Source:** J Hepatol. 2017 May;66(5):1001–11. doi: 10.1016/j.jhep.2017.01.001
**Supplement:** Supplementary data 1

ICMJE Form for Disclosure of Potential Conflicts of Interest

Instructions

The purpose of this form is to provide readers of your manuscript with information about your other interests that could influence how they receive and understand your work. The form is designed to be completed electronically and stored electronically. It contains programming that allows appropriate data display. Each author should submit a separate form and is responsible for the accuracy and completeness of the submitted information. The form is in six parts.

1. Identifying information.

2. The work under consideration for publication.

This section asks for information about the work that you have submitted for publication. The time frame for this reporting is that of the work itself, from the initial conception and planning to the present. The requested information is about resources that you received, either directly or indirectly (via your institution), to enable you to complete the work. Checking "No" means that you did the work without receiving any financial support from any third party -- that is, the work was supported by funds from the same institution that pays your salary and that institution did not receive third-party funds with which to pay you. If you or your institution received funds from a third party to support the work, such as a government granting agency, charitable foundation or commercial sponsor, check "Yes".

3. Relevant financial activities outside the submitted work.

This section asks about your financial relationships with entities in the bio-medical arena that could be perceived to influence, or that give the appearance of potentially influencing, what you wrote in the submitted work. You should disclose interactions with ANY entity that could be considered broadly relevant to the work. For example, if your article is about testing an epidermal growth factor receptor (EGFR) antagonist in lung cancer, you should report all associations with entities pursuing diagnostic or therapeutic strategies in cancer in general, not just in the area of EGFR or lung cancer.

Report all sources of revenue paid (or promised to be paid) directly to you or your institution on your behalf over the 36 months prior to submission of the work. This should include all monies from sources with relevance to the submitted work, not just monies from the entity that sponsored the research. Please note that your interactions with the work's sponsor that are outside the submitted work should also be listed here. If there is any question, it is usually better to disclose a relationship than not to do so.

For grants you have received for work outside the submitted work, you should disclose support ONLY from entities that could be perceived to be affected financially by the published work, such as drug companies, or foundations supported by entities that could be perceived to have a financial stake in the outcome. Public funding sources, such as government agencies, charitable foundations or academic institutions, need not be disclosed. For example, if a government agency sponsored a study in which you have been involved and drugs were provided by a pharmaceutical company, you need only list the pharmaceutical company.

4. Intellectual Property.

This section asks about patents and copyrights, whether pending, issued, licensed and/or receiving royalties.

5. Relationships not covered above.

Use this section to report other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work.

Definitions.

Entity: government agency, foundation, commercial sponsor, academic institution, etc.

Grant: A grant from an entity, generally [but not always] paid to your organization

Personal Fees: Monies paid to you for services rendered, generally honoraria, royalties, or fees for consulting, lectures, speakers bureaus, expert testimony, employment, or other affiliations

Non-Financial Support: Examples include drugs/equipment supplied by the entity, travel paid by the entity, writing assistance, administrative support, etc.

Other: Anything not covered under the previous three boxes

Pending: The patent has been filed but not issued

Issued: The patent has been issued by the agency

Licensed: The patent has been licensed to an entity, whether earning royalties or not

Royalties: Funds are coming in to you or your institution due to your patent

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 1. Identifying Information

1. Given Name (First Name)<br>Kevin	2. Surname (Last Name)<br>Mills	3. Date<br>30-November-2016
4. Are you the corresponding author? ☐ Yes ☒ No		Corresponding Author's Name<br>Paul Gissen
5. Manuscript Title<br>Title: Vps33b is Crucial for Structural and Functional Hepatocyte Polarity		
6. Manuscript Identifying Number (if you know it)<br>JHEPAT-D-16-01514R1		

Section 2. The Work Under Consideration for Publication

Did you or your institution **at any time** receive payment or services from a third party (government, commercial, private foundation, etc.) for any aspect of the submitted work (including but not limited to grants, data monitoring board, study design, manuscript preparation, statistical analysis, etc.)?

Are there any relevant conflicts of interest? ☐ Yes ☒ No

Section 3. Relevant financial activities outside the submitted work.

Place a check in the appropriate boxes in the table to indicate whether you have financial relationships (regardless of amount of compensation) with entities as described in the instructions. Use one line for each entity; add as many lines as you need by clicking the "Add +" box. You should report relationships that were **present during the 36 months prior to publication**.

Are there any relevant conflicts of interest? ☐ Yes ☒ No

Section 4. Intellectual Property -- Patents & Copyrights

Do you have any patents, whether planned, pending or issued, broadly relevant to the work? ☐ Yes ☒ No

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 5. Relationships not covered above

Are there other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work?

- ☐ Yes, the following relationships/conditions/circumstances are present (explain below):
- ☒ No other relationships/conditions/circumstances that present a potential conflict of interest

At the time of manuscript acceptance, journals will ask authors to confirm and, if necessary, update their disclosure statements. On occasion, journals may ask authors to disclose further information about reported relationships.

Section 6. Disclosure Statement

Based on the above disclosures, this form will automatically generate a disclosure statement, which will appear in the box below.

Dr. Mills has nothing to disclose.

Evaluation and Feedback

Please visit <http://www.icmje.org/cgi-bin/feedback> to provide feedback on your experience with completing this form.

ICMJE Form for Disclosure of Potential Conflicts of Interest

Instructions

The purpose of this form is to provide readers of your manuscript with information about your other interests that could influence how they receive and understand your work. The form is designed to be completed electronically and stored electronically. It contains programming that allows appropriate data display. Each author should submit a separate form and is responsible for the accuracy and completeness of the submitted information. The form is in six parts.

1. Identifying information.

2. The work under consideration for publication.

This section asks for information about the work that you have submitted for publication. The time frame for this reporting is that of the work itself, from the initial conception and planning to the present. The requested information is about resources that you received, either directly or indirectly (via your institution), to enable you to complete the work. Checking "No" means that you did the work without receiving any financial support from any third party -- that is, the work was supported by funds from the same institution that pays your salary and that institution did not receive third-party funds with which to pay you. If you or your institution received funds from a third party to support the work, such as a government granting agency, charitable foundation or commercial sponsor, check "Yes".

3. Relevant financial activities outside the submitted work.

This section asks about your financial relationships with entities in the bio-medical arena that could be perceived to influence, or that give the appearance of potentially influencing, what you wrote in the submitted work. You should disclose interactions with ANY entity that could be considered broadly relevant to the work. For example, if your article is about testing an epidermal growth factor receptor (EGFR) antagonist in lung cancer, you should report all associations with entities pursuing diagnostic or therapeutic strategies in cancer in general, not just in the area of EGFR or lung cancer.

Report all sources of revenue paid (or promised to be paid) directly to you or your institution on your behalf over the 36 months prior to submission of the work. This should include all monies from sources with relevance to the submitted work, not just monies from the entity that sponsored the research. Please note that your interactions with the work's sponsor that are outside the submitted work should also be listed here. If there is any question, it is usually better to disclose a relationship than not to do so.

For grants you have received for work outside the submitted work, you should disclose support ONLY from entities that could be perceived to be affected financially by the published work, such as drug companies, or foundations supported by entities that could be perceived to have a financial stake in the outcome. Public funding sources, such as government agencies, charitable foundations or academic institutions, need not be disclosed. For example, if a government agency sponsored a study in which you have been involved and drugs were provided by a pharmaceutical company, you need only list the pharmaceutical company.

4. Intellectual Property.

This section asks about patents and copyrights, whether pending, issued, licensed and/or receiving royalties.

5. Relationships not covered above.

Use this section to report other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work.

Definitions.

Entity: government agency, foundation, commercial sponsor, academic institution, etc.

Grant: A grant from an entity, generally [but not always] paid to your organization

Personal Fees: Monies paid to you for services rendered, generally honoraria, royalties, or fees for consulting, lectures, speakers bureaus, expert testimony, employment, or other affiliations

Non-Financial Support: Examples include drugs/equipment supplied by the entity, travel paid by the entity, writing assistance, administrative support, etc.

Other: Anything not covered under the previous three boxes

Pending: The patent has been filed but not issued

Issued: The patent has been issued by the agency

Licensed: The patent has been licensed to an entity, whether earning royalties or not

Royalties: Funds are coming in to you or your institution due to your patent

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 1.

Identifying Information

1. Given Name (First Name)

neil

2. Surname (Last Name)

sebire

3. Date

30-November-2016

4. Are you the corresponding author?

☐ Yes

☒ No

Corresponding Author's Name

5. Manuscript Title

Vps33b is Crucial for Structural and Functional Hepatocyte Polarity

6. Manuscript Identifying Number (if you know it)

JHEPAT-D-16-01514R1

Section 2.

The Work Under Consideration for Publication

Did you or your institution **at any time** receive payment or services from a third party (government, commercial, private foundation, etc.) for any aspect of the submitted work (including but not limited to grants, data monitoring board, study design, manuscript preparation, statistical analysis, etc.)?

Are there any relevant conflicts of interest?

☐ Yes

☒ No

Section 3.

Relevant financial activities outside the submitted work.

Place a check in the appropriate boxes in the table to indicate whether you have financial relationships (regardless of amount of compensation) with entities as described in the instructions. Use one line for each entity; add as many lines as you need by clicking the "Add +" box. You should report relationships that were **present during the 36 months prior to publication**.

Are there any relevant conflicts of interest?

☐ Yes

☒ No

Section 4.

Intellectual Property -- Patents & Copyrights

Do you have any patents, whether planned, pending or issued, broadly relevant to the work?

☐ Yes

☒ No

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 5. Relationships not covered above

Are there other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work?

- ☐ Yes, the following relationships/conditions/circumstances are present (explain below):
- ☒ No other relationships/conditions/circumstances that present a potential conflict of interest

At the time of manuscript acceptance, journals will ask authors to confirm and, if necessary, update their disclosure statements. On occasion, journals may ask authors to disclose further information about reported relationships.

Section 6. Disclosure Statement

Based on the above disclosures, this form will automatically generate a disclosure statement, which will appear in the box below.

Dr. sebire has nothing to disclose.

Evaluation and Feedback

Please visit <http://www.icmje.org/cgi-bin/feedback> to provide feedback on your experience with completing this form.

ICMJE Form for Disclosure of Potential Conflicts of Interest

Instructions

The purpose of this form is to provide readers of your manuscript with information about your other interests that could influence how they receive and understand your work. The form is designed to be completed electronically and stored electronically. It contains programming that allows appropriate data display. Each author should submit a separate form and is responsible for the accuracy and completeness of the submitted information. The form is in six parts.

1. Identifying information.

2. The work under consideration for publication.

This section asks for information about the work that you have submitted for publication. The time frame for this reporting is that of the work itself, from the initial conception and planning to the present. The requested information is about resources that you received, either directly or indirectly (via your institution), to enable you to complete the work. Checking "No" means that you did the work without receiving any financial support from any third party -- that is, the work was supported by funds from the same institution that pays your salary and that institution did not receive third-party funds with which to pay you. If you or your institution received funds from a third party to support the work, such as a government granting agency, charitable foundation or commercial sponsor, check "Yes".

3. Relevant financial activities outside the submitted work.

This section asks about your financial relationships with entities in the bio-medical arena that could be perceived to influence, or that give the appearance of potentially influencing, what you wrote in the submitted work. You should disclose interactions with ANY entity that could be considered broadly relevant to the work. For example, if your article is about testing an epidermal growth factor receptor (EGFR) antagonist in lung cancer, you should report all associations with entities pursuing diagnostic or therapeutic strategies in cancer in general, not just in the area of EGFR or lung cancer.

Report all sources of revenue paid (or promised to be paid) directly to you or your institution on your behalf over the 36 months prior to submission of the work. This should include all monies from sources with relevance to the submitted work, not just monies from the entity that sponsored the research. Please note that your interactions with the work's sponsor that are outside the submitted work should also be listed here. If there is any question, it is usually better to disclose a relationship than not to do so.

For grants you have received for work outside the submitted work, you should disclose support ONLY from entities that could be perceived to be affected financially by the published work, such as drug companies, or foundations supported by entities that could be perceived to have a financial stake in the outcome. Public funding sources, such as government agencies, charitable foundations or academic institutions, need not be disclosed. For example, if a government agency sponsored a study in which you have been involved and drugs were provided by a pharmaceutical company, you need only list the pharmaceutical company.

4. Intellectual Property.

This section asks about patents and copyrights, whether pending, issued, licensed and/or receiving royalties.

5. Relationships not covered above.

Use this section to report other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work.

Definitions.

Entity: government agency, foundation, commercial sponsor, academic institution, etc.

Grant: A grant from an entity, generally [but not always] paid to your organization

Personal Fees: Monies paid to you for services rendered, generally honoraria, royalties, or fees for consulting, lectures, speakers bureaus, expert testimony, employment, or other affiliations

Non-Financial Support: Examples include drugs/equipment supplied by the entity, travel paid by the entity, writing assistance, administrative support, etc.

Other: Anything not covered under the previous three boxes

Pending: The patent has been filed but not issued

Issued: The patent has been issued by the agency

Licensed: The patent has been licensed to an entity, whether earning royalties or not

Royalties: Funds are coming in to you or your institution due to your patent

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 1. Identifying Information

1. Given Name (First Name)<br>Peter	2. Surname (Last Name)<br>CLAYTON	3. Date<br>30-November-2016
4. Are you the corresponding author? ☐ Yes ☒ No		Corresponding Author's Name<br>Paul GISSEN
5. Manuscript Title<br>Vps33b is Crucial for Structural and Functional Hepatocyte Polarity		
6. Manuscript Identifying Number (if you know it)<br>JHEPAT-D-16-01514R1		

Section 2. The Work Under Consideration for Publication

Did you or your institution **at any time** receive payment or services from a third party (government, commercial, private foundation, etc.) for any aspect of the submitted work (including but not limited to grants, data monitoring board, study design, manuscript preparation, statistical analysis, etc.)?

Are there any relevant conflicts of interest? ☐ Yes ☒ No

Section 3. Relevant financial activities outside the submitted work.

Place a check in the appropriate boxes in the table to indicate whether you have financial relationships (regardless of amount of compensation) with entities as described in the instructions. Use one line for each entity; add as many lines as you need by clicking the "Add +" box. You should report relationships that were **present during the 36 months prior to publication**.

Are there any relevant conflicts of interest? ☒ Yes ☐ No

If yes, please fill out the appropriate information below.

Name of Entity	Grant?	Personal Fees?	Non-Financial Support?	Other?	Comments
Actelion Pharmaceuticals UK	☒	☒	☐	☐	Supported work is on Niemann-Pick C disease; not relevant to this research
	☐	☐	☐	☐	
	☐	☐	☐	☐	
	☐	☐	☐	☐	
	☐	☐	☐	☐	
	☐	☐	☐	☐	

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 4. Intellectual Property -- Patents & Copyrights

Do you have any patents, whether planned, pending or issued, broadly relevant to the work? ☐ Yes ☒ No

Section 5. Relationships not covered above

Are there other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work?

- ☐ Yes, the following relationships/conditions/circumstances are present (explain below):
- ☒ No other relationships/conditions/circumstances that present a potential conflict of interest

At the time of manuscript acceptance, journals will ask authors to confirm and, if necessary, update their disclosure statements. On occasion, journals may ask authors to disclose further information about reported relationships.

Section 6. Disclosure Statement

Based on the above disclosures, this form will automatically generate a disclosure statement, which will appear in the box below.

Dr. CLAYTON reports grants and personal fees from Actelion Pharmaceuticals UK, outside the submitted work; .

Evaluation and Feedback

Please visit <http://www.icmje.org/cgi-bin/feedback> to provide feedback on your experience with completing this form.

ICMJE Form for Disclosure of Potential Conflicts of Interest

Instructions

The purpose of this form is to provide readers of your manuscript with information about your other interests that could influence how they receive and understand your work. The form is designed to be completed electronically and stored electronically. It contains programming that allows appropriate data display. Each author should submit a separate form and is responsible for the accuracy and completeness of the submitted information. The form is in six parts.

1. Identifying information.

2. The work under consideration for publication.

This section asks for information about the work that you have submitted for publication. The time frame for this reporting is that of the work itself, from the initial conception and planning to the present. The requested information is about resources that you received, either directly or indirectly (via your institution), to enable you to complete the work. Checking "No" means that you did the work without receiving any financial support from any third party -- that is, the work was supported by funds from the same institution that pays your salary and that institution did not receive third-party funds with which to pay you. If you or your institution received funds from a third party to support the work, such as a government granting agency, charitable foundation or commercial sponsor, check "Yes".

3. Relevant financial activities outside the submitted work.

This section asks about your financial relationships with entities in the bio-medical arena that could be perceived to influence, or that give the appearance of potentially influencing, what you wrote in the submitted work. You should disclose interactions with ANY entity that could be considered broadly relevant to the work. For example, if your article is about testing an epidermal growth factor receptor (EGFR) antagonist in lung cancer, you should report all associations with entities pursuing diagnostic or therapeutic strategies in cancer in general, not just in the area of EGFR or lung cancer.

Report all sources of revenue paid (or promised to be paid) directly to you or your institution on your behalf over the 36 months prior to submission of the work. This should include all monies from sources with relevance to the submitted work, not just monies from the entity that sponsored the research. Please note that your interactions with the work's sponsor that are outside the submitted work should also be listed here. If there is any question, it is usually better to disclose a relationship than not to do so.

For grants you have received for work outside the submitted work, you should disclose support ONLY from entities that could be perceived to be affected financially by the published work, such as drug companies, or foundations supported by entities that could be perceived to have a financial stake in the outcome. Public funding sources, such as government agencies, charitable foundations or academic institutions, need not be disclosed. For example, if a government agency sponsored a study in which you have been involved and drugs were provided by a pharmaceutical company, you need only list the pharmaceutical company.

4. Intellectual Property.

This section asks about patents and copyrights, whether pending, issued, licensed and/or receiving royalties.

5. Relationships not covered above.

Use this section to report other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work.

Definitions.

Entity: government agency, foundation, commercial sponsor, academic institution, etc.

Grant: A grant from an entity, generally [but not always] paid to your organization

Personal Fees: Monies paid to you for services rendered, generally honoraria, royalties, or fees for consulting, lectures, speakers bureaus, expert testimony, employment, or other affiliations

Non-Financial Support: Examples include drugs/equipment supplied by the entity, travel paid by the entity, writing assistance, administrative support, etc.

Other: Anything not covered under the previous three boxes

Pending: The patent has been filed but not issued

Issued: The patent has been issued by the agency

Licensed: The patent has been licensed to an entity, whether earning royalties or not

Royalties: Funds are coming in to you or your institution due to your patent

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 1. Identifying Information

1. Given Name (First Name)<br>Steven	2. Surname (Last Name)<br>Howe	3. Date<br>30-November-2016
4. Are you the corresponding author? ☐ Yes ☒ No		Corresponding Author's Name<br>Paul Gissen
5. Manuscript Title<br>Vps33b is crucial for structural and functional hepatocyte polarity		
6. Manuscript Identifying Number (if you know it)<br>JHEPAT-D-16-01514R1		

Section 2. The Work Under Consideration for Publication

Did you or your institution **at any time** receive payment or services from a third party (government, commercial, private foundation, etc.) for any aspect of the submitted work (including but not limited to grants, data monitoring board, study design, manuscript preparation, statistical analysis, etc.)?

Are there any relevant conflicts of interest? ☐ Yes ☒ No

Section 3. Relevant financial activities outside the submitted work.

Place a check in the appropriate boxes in the table to indicate whether you have financial relationships (regardless of amount of compensation) with entities as described in the instructions. Use one line for each entity; add as many lines as you need by clicking the "Add +" box. You should report relationships that were **present during the 36 months prior to publication**.

Are there any relevant conflicts of interest? ☐ Yes ☒ No

Section 4. Intellectual Property -- Patents & Copyrights

Do you have any patents, whether planned, pending or issued, broadly relevant to the work? ☐ Yes ☒ No

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 5. Relationships not covered above

Are there other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work?

- ☐ Yes, the following relationships/conditions/circumstances are present (explain below):
- ☒ No other relationships/conditions/circumstances that present a potential conflict of interest

At the time of manuscript acceptance, journals will ask authors to confirm and, if necessary, update their disclosure statements. On occasion, journals may ask authors to disclose further information about reported relationships.

Section 6. Disclosure Statement

Based on the above disclosures, this form will automatically generate a disclosure statement, which will appear in the box below.

Dr. Howe has nothing to disclose.

Evaluation and Feedback

Please visit <http://www.icmje.org/cgi-bin/feedback> to provide feedback on your experience with completing this form.

ICMJE Form for Disclosure of Potential Conflicts of Interest

Instructions

The purpose of this form is to provide readers of your manuscript with information about your other interests that could influence how they receive and understand your work. The form is designed to be completed electronically and stored electronically. It contains programming that allows appropriate data display. Each author should submit a separate form and is responsible for the accuracy and completeness of the submitted information. The form is in six parts.

1. Identifying information.

2. The work under consideration for publication.

This section asks for information about the work that you have submitted for publication. The time frame for this reporting is that of the work itself, from the initial conception and planning to the present. The requested information is about resources that you received, either directly or indirectly (via your institution), to enable you to complete the work. Checking "No" means that you did the work without receiving any financial support from any third party -- that is, the work was supported by funds from the same institution that pays your salary and that institution did not receive third-party funds with which to pay you. If you or your institution received funds from a third party to support the work, such as a government granting agency, charitable foundation or commercial sponsor, check "Yes".

3. Relevant financial activities outside the submitted work.

This section asks about your financial relationships with entities in the bio-medical arena that could be perceived to influence, or that give the appearance of potentially influencing, what you wrote in the submitted work. You should disclose interactions with ANY entity that could be considered broadly relevant to the work. For example, if your article is about testing an epidermal growth factor receptor (EGFR) antagonist in lung cancer, you should report all associations with entities pursuing diagnostic or therapeutic strategies in cancer in general, not just in the area of EGFR or lung cancer.

Report all sources of revenue paid (or promised to be paid) directly to you or your institution on your behalf over the 36 months prior to submission of the work. This should include all monies from sources with relevance to the submitted work, not just monies from the entity that sponsored the research. Please note that your interactions with the work's sponsor that are outside the submitted work should also be listed here. If there is any question, it is usually better to disclose a relationship than not to do so.

For grants you have received for work outside the submitted work, you should disclose support ONLY from entities that could be perceived to be affected financially by the published work, such as drug companies, or foundations supported by entities that could be perceived to have a financial stake in the outcome. Public funding sources, such as government agencies, charitable foundations or academic institutions, need not be disclosed. For example, if a government agency sponsored a study in which you have been involved and drugs were provided by a pharmaceutical company, you need only list the pharmaceutical company.

4. Intellectual Property.

This section asks about patents and copyrights, whether pending, issued, licensed and/or receiving royalties.

5. Relationships not covered above.

Use this section to report other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work.

Definitions.

Entity: government agency, foundation, commercial sponsor, academic institution, etc.

Grant: A grant from an entity, generally [but not always] paid to your organization

Personal Fees: Monies paid to you for services rendered, generally honoraria, royalties, or fees for consulting, lectures, speakers bureaus, expert testimony, employment, or other affiliations

Non-Financial Support: Examples include drugs/equipment supplied by the entity, travel paid by the entity, writing assistance, administrative support, etc.

Other: Anything not covered under the previous three boxes

Pending: The patent has been filed but not issued

Issued: The patent has been issued by the agency

Licensed: The patent has been licensed to an entity, whether earning royalties or not

Royalties: Funds are coming in to you or your institution due to your patent

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 1.

Identifying Information

1. Given Name (First Name)

Anna

2. Surname (Last Name)

Straatman-Iwanowska

3. Date

01-December-2016

4. Are you the corresponding author?

☐ Yes

☒ No

Corresponding Author's Name

Paul Gissen

5. Manuscript Title

Vps33b is Crucial for Structural and Functional Hepatocyte Polarity

6. Manuscript Identifying Number (if you know it)

JHEPAT-D-16-01514R1

Section 2.

The Work Under Consideration for Publication

Did you or your institution **at any time** receive payment or services from a third party (government, commercial, private foundation, etc.) for any aspect of the submitted work (including but not limited to grants, data monitoring board, study design, manuscript preparation, statistical analysis, etc.)?

Are there any relevant conflicts of interest?

☐ Yes

☒ No

Section 3.

Relevant financial activities outside the submitted work.

Place a check in the appropriate boxes in the table to indicate whether you have financial relationships (regardless of amount of compensation) with entities as described in the instructions. Use one line for each entity; add as many lines as you need by clicking the "Add +" box. You should report relationships that were **present during the 36 months prior to publication**.

Are there any relevant conflicts of interest?

☐ Yes

☒ No

Section 4.

Intellectual Property -- Patents & Copyrights

Do you have any patents, whether planned, pending or issued, broadly relevant to the work?

☐ Yes

☒ No

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 5. Relationships not covered above

Are there other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work?

- ☐ Yes, the following relationships/conditions/circumstances are present (explain below):
- ☒ No other relationships/conditions/circumstances that present a potential conflict of interest

At the time of manuscript acceptance, journals will ask authors to confirm and, if necessary, update their disclosure statements. On occasion, journals may ask authors to disclose further information about reported relationships.

Section 6. Disclosure Statement

Based on the above disclosures, this form will automatically generate a disclosure statement, which will appear in the box below.

Mrs. Straatman-Iwanowska has nothing to disclose.

Evaluation and Feedback

Please visit <http://www.icmje.org/cgi-bin/feedback> to provide feedback on your experience with completing this form.

ICMJE Form for Disclosure of Potential Conflicts of Interest

Instructions

The purpose of this form is to provide readers of your manuscript with information about your other interests that could influence how they receive and understand your work. The form is designed to be completed electronically and stored electronically. It contains programming that allows appropriate data display. Each author should submit a separate form and is responsible for the accuracy and completeness of the submitted information. The form is in six parts.

1. Identifying information.

2. The work under consideration for publication.

This section asks for information about the work that you have submitted for publication. The time frame for this reporting is that of the work itself, from the initial conception and planning to the present. The requested information is about resources that you received, either directly or indirectly (via your institution), to enable you to complete the work. Checking "No" means that you did the work without receiving any financial support from any third party -- that is, the work was supported by funds from the same institution that pays your salary and that institution did not receive third-party funds with which to pay you. If you or your institution received funds from a third party to support the work, such as a government granting agency, charitable foundation or commercial sponsor, check "Yes".

3. Relevant financial activities outside the submitted work.

This section asks about your financial relationships with entities in the bio-medical arena that could be perceived to influence, or that give the appearance of potentially influencing, what you wrote in the submitted work. You should disclose interactions with ANY entity that could be considered broadly relevant to the work. For example, if your article is about testing an epidermal growth factor receptor (EGFR) antagonist in lung cancer, you should report all associations with entities pursuing diagnostic or therapeutic strategies in cancer in general, not just in the area of EGFR or lung cancer.

Report all sources of revenue paid (or promised to be paid) directly to you or your institution on your behalf over the 36 months prior to submission of the work. This should include all monies from sources with relevance to the submitted work, not just monies from the entity that sponsored the research. Please note that your interactions with the work's sponsor that are outside the submitted work should also be listed here. If there is any question, it is usually better to disclose a relationship than not to do so.

For grants you have received for work outside the submitted work, you should disclose support ONLY from entities that could be perceived to be affected financially by the published work, such as drug companies, or foundations supported by entities that could be perceived to have a financial stake in the outcome. Public funding sources, such as government agencies, charitable foundations or academic institutions, need not be disclosed. For example, if a government agency sponsored a study in which you have been involved and drugs were provided by a pharmaceutical company, you need only list the pharmaceutical company.

4. Intellectual Property.

This section asks about patents and copyrights, whether pending, issued, licensed and/or receiving royalties.

5. Relationships not covered above.

Use this section to report other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work.

Definitions.

Entity: government agency, foundation, commercial sponsor, academic institution, etc.

Grant: A grant from an entity, generally [but not always] paid to your organization

Personal Fees: Monies paid to you for services rendered, generally honoraria, royalties, or fees for consulting, lectures, speakers bureaus, expert testimony, employment, or other affiliations

Non-Financial Support: Examples include drugs/equipment supplied by the entity, travel paid by the entity, writing assistance, administrative support, etc.

Other: Anything not covered under the previous three boxes

Pending: The patent has been filed but not issued

Issued: The patent has been issued by the agency

Licensed: The patent has been licensed to an entity, whether earning royalties or not

Royalties: Funds are coming in to you or your institution due to your patent

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 1. Identifying Information

1. Given Name (First Name)<br>Simon	2. Surname (Last Name)<br>Waddington	3. Date<br>30-November-2016
4. Are you the corresponding author? ☐ Yes ☒ No		Corresponding Author's Name<br>Paul Gissen
5. Manuscript Title<br>Vps33b is Crucial for Structural and Functional Hepatocyte Polarity		
6. Manuscript Identifying Number (if you know it)<br>JHEPAT-D-16-01514R1		

Section 2. The Work Under Consideration for Publication

Did you or your institution **at any time** receive payment or services from a third party (government, commercial, private foundation, etc.) for any aspect of the submitted work (including but not limited to grants, data monitoring board, study design, manuscript preparation, statistical analysis, etc.)?

Are there any relevant conflicts of interest? ☐ Yes ☒ No

Section 3. Relevant financial activities outside the submitted work.

Place a check in the appropriate boxes in the table to indicate whether you have financial relationships (regardless of amount of compensation) with entities as described in the instructions. Use one line for each entity; add as many lines as you need by clicking the "Add +" box. You should report relationships that were **present during the 36 months prior to publication**.

Are there any relevant conflicts of interest? ☐ Yes ☒ No

Section 4. Intellectual Property -- Patents & Copyrights

Do you have any patents, whether planned, pending or issued, broadly relevant to the work? ☐ Yes ☒ No

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 5. Relationships not covered above

Are there other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work?

- ☐ Yes, the following relationships/conditions/circumstances are present (explain below):
- ☒ No other relationships/conditions/circumstances that present a potential conflict of interest

At the time of manuscript acceptance, journals will ask authors to confirm and, if necessary, update their disclosure statements. On occasion, journals may ask authors to disclose further information about reported relationships.

Section 6. Disclosure Statement

Based on the above disclosures, this form will automatically generate a disclosure statement, which will appear in the box below.

Dr. Waddington has nothing to disclose.

Evaluation and Feedback

Please visit <http://www.icmje.org/cgi-bin/feedback> to provide feedback on your experience with completing this form.

ICMJE Form for Disclosure of Potential Conflicts of Interest

Instructions

The purpose of this form is to provide readers of your manuscript with information about your other interests that could influence how they receive and understand your work. The form is designed to be completed electronically and stored electronically. It contains programming that allows appropriate data display. Each author should submit a separate form and is responsible for the accuracy and completeness of the submitted information. The form is in six parts.

1. Identifying information.

2. The work under consideration for publication.

This section asks for information about the work that you have submitted for publication. The time frame for this reporting is that of the work itself, from the initial conception and planning to the present. The requested information is about resources that you received, either directly or indirectly (via your institution), to enable you to complete the work. Checking "No" means that you did the work without receiving any financial support from any third party -- that is, the work was supported by funds from the same institution that pays your salary and that institution did not receive third-party funds with which to pay you. If you or your institution received funds from a third party to support the work, such as a government granting agency, charitable foundation or commercial sponsor, check "Yes".

3. Relevant financial activities outside the submitted work.

This section asks about your financial relationships with entities in the bio-medical arena that could be perceived to influence, or that give the appearance of potentially influencing, what you wrote in the submitted work. You should disclose interactions with ANY entity that could be considered broadly relevant to the work. For example, if your article is about testing an epidermal growth factor receptor (EGFR) antagonist in lung cancer, you should report all associations with entities pursuing diagnostic or therapeutic strategies in cancer in general, not just in the area of EGFR or lung cancer.

Report all sources of revenue paid (or promised to be paid) directly to you or your institution on your behalf over the 36 months prior to submission of the work. This should include all monies from sources with relevance to the submitted work, not just monies from the entity that sponsored the research. Please note that your interactions with the work's sponsor that are outside the submitted work should also be listed here. If there is any question, it is usually better to disclose a relationship than not to do so.

For grants you have received for work outside the submitted work, you should disclose support ONLY from entities that could be perceived to be affected financially by the published work, such as drug companies, or foundations supported by entities that could be perceived to have a financial stake in the outcome. Public funding sources, such as government agencies, charitable foundations or academic institutions, need not be disclosed. For example, if a government agency sponsored a study in which you have been involved and drugs were provided by a pharmaceutical company, you need only list the pharmaceutical company.

4. Intellectual Property.

This section asks about patents and copyrights, whether pending, issued, licensed and/or receiving royalties.

5. Relationships not covered above.

Use this section to report other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work.

Definitions.

Entity: government agency, foundation, commercial sponsor, academic institution, etc.

Grant: A grant from an entity, generally [but not always] paid to your organization

Personal Fees: Monies paid to you for services rendered, generally honoraria, royalties, or fees for consulting, lectures, speakers bureaus, expert testimony, employment, or other affiliations

Non-Financial Support: Examples include drugs/equipment supplied by the entity, travel paid by the entity, writing assistance, administrative support, etc.

Other: Anything not covered under the previous three boxes

Pending: The patent has been filed but not issued

Issued: The patent has been issued by the agency

Licensed: The patent has been licensed to an entity, whether earning royalties or not

Royalties: Funds are coming in to you or your institution due to your patent

ICMJE Form for Disclosure of Potential Conflicts of Interest

Section 1.

Identifying Information

1. Given Name (First Name)

Anne-Marie

2. Surname (Last Name)

Lyne

3. Date

12-January-2017

4. Are you the corresponding author?

☐ Yes

☒ No

Corresponding Author's Name

How the deposited data were processed for this re-analysis (not part of the article)

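Liver RNA of 10 mice, 4 *Vps33b* fl/fl (2 males and 2 females) and 6 *Vps33b* fl/fl-AlfpCre (3 males and 3 females), was measured with 1 Affymetrix Mouse Gene 2.0 array per mouse. The log2 values per probe set were made by the authors with RMA in the oligo package, as deposited, that is with background correction, quantile normalisation over the arrays and summary of the probes. The versions of RMA and oligo are not given. No other normalisation was applied. Correlations between pairs of arrays ran from 0.982 to 0.991. The median log2 value over all probe sets was 4.82, 4.76, 4.71 and 4.74 in control mice 1 to 4 and 4.75, 4.75, 4.78, 4.75, 4.72 and 4.79 in knockout mice 1 to 6. In female livers, 3 Y-linked genes, which females lack, read 3.38 to 4.51 on the log2 scale, with a mean of 3.76. The X inactivation transcript and these genes matched the sex label in 10 of 10 mice, and the set of 4 measured sex-check genes did not differ between genotypes (camera adjusted p = 0.402).

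Probe sets were joined to genes by the platform annotation. Of the 25335 annotated probe sets, those with several symbols were left out, and for a gene with several probe sets the one with the highest mean was kept. The gene identifiers of 23328 of the 23521 probe sets with 1 symbol are in the RefSeq annotation. Each of the 22180 genes was fitted in limma 3.58.1 (R 4.3.3) with genotype and sex as terms, with moderated statistics and Benjamini-Hochberg adjustment over all genes at a threshold of 0.05. Effects within each sex, their difference and the sex effect in control mice came from 1 fit with 4 groups. Lists were tested with camera in limma with a preset correlation of 0.01, and with camera with an estimated correlation and fry as alternatives. PLS regression with 1 component followed the paper, with genes centred and not scaled, which its text does not state. The top 150 genes by loading were tested against the lists with one-sided Fisher's exact tests.

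The 36 lists were written from general knowledge of the tissue, diet and phenotype after Fig. 3 of these arrays had been seen, 22 of whose genes are in them. They hold 660 different genes, of which 593 were measured. The list of red cell genes had 1 measured gene and was not tested, since at least 3 were required, which left 35. The lists, the gene, list and PLS tests, the rule for naming genes and most alternatives were fixed before the data were examined. Leaving out mice for the sex-specific effects, the top 150 genes and the list members was chosen afterwards, as were the tests on *Vps33b*, of RNA mixing, of shares between mice and of the hepatocyte share, and those of chance for the number of genes and the PLS gap. The rule admits *Vps33b*, genes the paper names for its arrays or proteins, the genes of Fig. 3, the 15 largest rises and the 15 largest falls past the threshold in which every knockout mouse lies beyond every control of its own sex, all genes of bile acid synthesis, the 4 members of each other list with the smallest adjusted p, and the 10 largest differences between sexes. *Cd36* and *Cldn12* fall outside it and were named after their values were seen. Alternatives were other model terms, other choices of probe sets, filters on dim genes, other scalings, other moderation, array weights and leaving out each mouse. List members were not counted in the fit with all probe sets, so the ranges of their counts over all alternatives leave it out. The replicate numbers were tested as pairs, and no control mouse matched best the knockout mouse of its own number. The file gives no slide or scan date, so none was used.

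The pipeline was tested on simulated data with the spread and group sizes of these arrays. It called 38 of 67 genes with a planted log2 change of 0.5 (56.7%), 66 of 67 at 1 and 66 of 66 at 2, with 11 false calls among 181. With no planted change it called 0 genes and 0 lists in limma. The simulated noise was drawn independently for each gene, so it cannot tell how often the list test calls lists of correlated genes by chance. On the real arrays the other sex-balanced splits of the mice, many of which keep part of the genotype contrast, gave a median of 9 lists. The supplementary methods, the KEGG and gene ontology collections and the DAVID tool were not used here.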

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

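The tests on *Vps33b*, of RNA mixing, of shares between mice and of the hepatocyte share were chosen after their results were seen, and the gene count for the label of control 1 before.

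Markers of bile duct cells were higher in *Vps33b* fl/fl-AlfpCre liver, which the array part of the paper does not discuss. Of 19 measured, 11 rose and 8 did not pass the limma test, with a median log2 fold change of 0.736 (camera adjusted p = 4.85e-14, adjusted p = 0.0195 with an estimated correlation). The tetraspanin *Tspan8* rose by 1.78 (standard error 0.15, adjusted p = 0.000755), the epithelial transcription factor *Elf3* by 1.66 (standard error 0.16, adjusted p = 0.000874), the mucin *Muc1* by 1.22 (standard error 0.12, adjusted p = 0.000996) and the adhesion protein *Epcam* by 1.14 (standard error 0.12, adjusted p = 0.000996). Every knockout mouse lay above every control of its own sex for *Elf3*, *Muc1* and *Epcam*, and for *Tspan8*, whose choice among the largest rises requires it. Each call held with any 1 mouse left out. The list was written after Fig. 3 had been seen, and 3 of its genes are printed there, *Tspan8* and *Elf3* among them. For these genes the list is not independent evidence.

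Of 21 lysosome and endosome genes, 6 were higher and 15 did not pass (8 higher when adjusted over the list alone), with a median of 0.165 (camera adjusted p = 2.39e-07, adjusted p = 0.109 with an estimated correlation). They include *Rragd*, which links lysosomes to growth signals (2.18, adjusted p = 0.00706), the tetraspanin *Cd63* (1.85, adjusted p = 0.0128) and the protease *Ctss* (0.74, adjusted p = 0.0118). Every knockout mouse lay above every control of its own sex for *Ctss*. The call of *Cd63* was lost without control 2 at 0.0606 and control 4 at 0.0562, in a range of adjusted p of 0.000714 to 0.0636 over all alternatives, and that of *Ctss* without control 2 at 0.0568 and control 4 at 0.0522, in a range of 0.00341 to 0.0568. The number of higher lysosome genes was 2 without control 2 or control 4 (2 to 7 over all alternatives).

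Of 25 genes of tight junctions and polarity, 6 were higher, 1 was lower and 18 did not pass (8 higher and 2 lower when adjusted over the list alone), with a median of 0.0462 (camera adjusted p = 0.00171, adjusted p = 0.0789 with an estimated correlation). E-cadherin, *Cdh1* (0.94, adjusted p = 0.00937), the junctional adhesion molecule *F11r* (0.69, adjusted p = 0.0082) and the claudin *Cldn7* (0.74, adjusted p = 0.00622) were higher in 6 of 6 knockout mice against controls of their own sex. *Cldn12*, another claudin, chosen after its values were seen, was lower (-0.34, adjusted p = 0.0373). Its call was lost without control 2 at 0.0845, control 3 at 0.08, control 4 at 0.14, knockout 1 at 0.0724, knockout 4 at 0.0852, knockout 5 at 0.0695 and knockout 6 at 0.0631, in a range of 0.0145 to 0.286 over all alternatives. The number of higher junction genes was 3 without control 2 (3 to 6 over all alternatives).

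Endothelial markers, 14 measured, had a median of 0.0947 (camera adjusted p = 0.0248, adjusted p = 0.453 with an estimated correlation). The set was lost without control 2 at 0.307, control 3 at 0.0524 and knockout 3 at 0.109, in a range of 0.00203 to 0.453 over the alternatives of the list test.

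The effect on *Cyp3a16*, a steroid-hydroxylating cytochrome P450, differed between the sexes by -4.62 (female minus male log2 fold change, adjusted p = 0.000526 in limma). In females its mean log2 value was 7.87 in control and 3.27 in knockout mice. In males it was 3.16 and 3.18, below the 3.38 to 4.51 of Y-linked genes in female livers, which is background, so an effect in males could not be measured and the difference does not show that males lack one. Knockout females also read below background. Their values show a fall to background but no exact fold, and -4.62 is not an exact fold either. *Cyp3a16* was the 1 gene past the threshold for a sex difference, with 1361 at an unadjusted p under 0.05, and it passed with any 1 mouse left out. The number of such genes was 7 without control 2, 6 without control 3, 3 without knockout 6 and 2 without control 4 or knockout 3.

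In 9 of 178 groups, 2 for each of 89 genes, 1 mouse stood apart from the others of its genotype by Dixon's test, no more than the about 1 in 20 that chance gives. Control 1 stood apart for *Gpnmb* (7.34, other controls 5.16 to 5.49), *Thrsp* (6.84, 8.52 to 8.63) and *Slc27a5* (11.71, 12.11 to 12.14). Control 3 did for *Cyp7a1* (6.78, 3.85 to 3.99) and *Epcam* (6.24, 6.02 to 6.04), control 4 for *Col6a3* (5.31, 5.59 to 5.63) and control 2 for *Abcb1a* (9.09, 9.58 to 9.64). Among knockout mice, knockout 2 stood apart for *Irf7* (10.51, 9.59 to 9.92) and knockout 3 for *Ctss* (9.40, 9.83 to 10.02).

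*Vps33b* was not lower in the mice labelled knockout, and 5 of 6 of them lay above every control. With the label of any 1 mouse turned, the log2 change ran from -0.014 (knockout 5 turned) to 0.183 (knockout 6 turned), and for no mouse did its interval lie below 0. The lowest bound of these intervals was -0.230, and a wrong label cannot be told apart from right ones by this gene while the exons read by its probe set are not given. A probe set that also reads exons kept in the deleted gene stays open, and it cannot be told apart from transcripts of other cells for the same reason. The interval of the log2 change reaches down to -0.125, and no biological explanation was tested.

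Control 1, a male, lay nearest the knockout mice on the first PLS component. Its shift was 0.82 (standard error 0.07) of the genotype effect in the inflammatory list and 0.30 (0.13) in the bile duct list. These standard errors treat the genes of 1 mouse as independent. The shift was uneven and not particular to inflammation, with 1.04 (0.15) in cholesterol synthesis, 0.81 (0.07) in fatty acid synthesis and 0.71 (0.11) in endothelial markers. It was small in fatty acid oxidation, 0.06 (0.25), and in amino acid metabolism, -0.003 (0.15), and ran the other way in proliferation, -0.66 (0.21). Knockout RNA mixed into control 1 cannot be told apart from none, since the difference of 0.519 between the first 2 shares lies within the -0.38 to 0.72 of the 6 knockout mice, each set against the other mice. Only knockout 6 (0.72) lay above control 1, and the next highest was knockout 3 (0.041). The 95% prediction interval of the knockout mice was -1.08 to 1.09. A wrong label on control 1 cannot be told apart from a right one, since 877 genes passed with it called a knockout against 942 as given, and while its bile duct share lay below the 0.73 to 1.38 of the knockout mice, it fell under the 95% prediction interval of their shares in 2 of 19 lists and knockout 3 under that of the other 5 in 4. What sets this control apart stays open, and no biological explanation was tested.

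Of 19 bile duct markers 11 were higher in knockout mice, of 20 macrophage markers 8 and of 38 matrix genes 17. Of these 3 sets, only that of bile duct markers held with an estimated correlation (adjusted p = 0.0195), and the macrophage and matrix sets did not (adjusted p = 0.0952 and 0.0789). All 3 passed in fry (adjusted p = 0.000215, 0.00764 and 0.00479 for bile duct, macrophage and matrix). A lower share of hepatocyte RNA would, if nothing else changed, raise markers of every other cell type alike. The median of the bile duct list exceeded that of the endothelial list by 0.642 (permutation p = 0.00336, two-sided, over the genes of both lists, which it treats as independent). Per mouse, with each gene centred on its mean over the controls, this difference was 0.35 to 1.02 in the knockout mice and -0.28 to 0.18 in the controls. The centring sets the control values around their own mean by construction. The bile duct list was written after Fig. 3 had been seen, and 3 of its genes are printed there. Hepatocyte markers had a median of -0.07, with 15 of 20 below 0 (camera adjusted p = 0.0556). The difference between the bile duct and endothelial lists, compared after it was seen, argues against a lower share as the whole cause, unless endothelial markers changed for another reason. More bile duct cells, macrophages or matrix-forming cells and higher expression per cell stay open and were not tested.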

How the results depend on the processing

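Leaving out mice for the sex-specific effects, the top 150 genes and the list members was chosen after the data were seen. Against 690 higher and 252 lower genes, the higher count was 208 with the replicate block, 320 with all probe sets and 376 above the upper quartile. The lower count was 165 with no sex term, 49 with the replicate block, 75 with all probe sets, 409 above the median of all genes and 499 with array weights. The other alternatives over all mice stayed within 1.5 times of both counts. With 1 mouse left out the counts were 233 to 825 higher (825 without control 1, 233 without control 2) and 47 to 449 lower (449 without control 1, 47 without control 2). The cause was not tested. The genes with an effect in males were 8 to 82 against 77, in females 6 to 332 against 201, and the sex effect in controls 25 to 43 against 39. The genes with a sex difference were 0 in limma above the median of all genes, with 638 at an unadjusted p under 0.05, since that filter removes *Cyp3a16*, and 1 to 7 with 1 mouse left out. With an estimated correlation 3 lists passed, against 19, and adjusted p was 0.0952 for inflammatory genes, 0.0952 for bile acid synthesis, 0.0952 for fatty acid oxidation, 0.0869 for chemokines, 0.0777 for fatty acid synthesis and 0.0789 for matrix genes. In fry 14 lists passed, all of those just named among them (fry adjusted p of 0.00434 to 0.00826). With genes scaled to unit variance 3 genes of Fig. 3 were in the top 50 and 1 list was enriched in the top 150. With the 150 genes of smallest limma p 4 were. Of 89 named genes, 36 kept direction and side of the threshold with the replicate block and 88 with the mean of all probe sets. The replicate numbers mark no known pairs, and the block leaves knockout 5 and 6 without a control of their number. With it, 0 of 39 inflammatory genes were higher in limma (14 higher and 0 lower at an unadjusted p under 0.05), 1 of 24 chemokines, 4 of 20 macrophage markers, 5 of 38 matrix genes and 9 of 19 bile duct markers, and 1 of 21 genes of fatty acid synthesis, 2 of 29 of fatty acid oxidation and 2 of 21 of bile acid synthesis were lower. Calls that held with any 1 mouse left out but not with the block were *Ccl2* (0.0825), *Cd14* (0.0558), *Cdh1* (0.0774), *Cib3* (0.0938), *Col6a3* (0.0617), *Cyp26a1* (0.105), *Elovl6* (0.162), *Il1b* (0.0533), *Lcn2* (0.0559), *Loxl1* (0.0519), *Pnpla3* (0.169), *Rab25* (0.0711) and *Timp1* (0.105). With no sex term those of *Mfsd2a* (0.0863) and *Slc22a27* (0.505) were lost. With array weights 15 macrophage markers and 27 matrix genes were higher. Genes past no threshold changed sign. *Cyp7a1* was -0.021 centred on array medians and -0.32 to 0.75 with 1 mouse left out, *Cyp8b1* -0.11 with the replicate block and -0.10 to 0.23. *Abcb11* was -0.036 with the replicate block, -0.027 centred, -0.0039 with array weights and -0.017 to 0.026 with 1 mouse left out, and *Abcc2* -0.16 to 0.0023. Some sets turned direction too. FXR targets did at an adjusted p of 0.641 above the median of all genes and without control 4, with a range of 0.781 to 0.988 with 1 mouse left out. Neighbouring-tissue genes did at 0.551 with the replicate block, 0.641 above the median and without control 1, knockout 3, knockout 5 or knockout 6, with a range of 0.627 to 0.988. NRF2 targets did without control 2, with a range of 0.0269 to 0.999, and proliferation did at 0.726 with the replicate block, with a range of 3.95e-07 to 0.467 with 1 mouse left out. Signal over background limits dim genes. The cause of these changes was not tested.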

Differences from the paper's values

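The paper names *Cxcl10* among the raised chemokines, and it picked its genes by their contribution to the first PLS component. By that measure nothing differs much, as *Cxcl10* ranked 43 by loading here and 47 of the 49 genes of Fig. 3 were in the top 50. The limma test is another measure. Here its log2 fold change of 1.46 did not pass the limma test (adjusted p = 0.0933), while *Ly6d*, *Cd14* and *Ccl2* did. Among the alternatives set before the data were examined, *Cxcl10* passed with 4 groups of genotype and sex (0.0383), with array weights (0.0219) and without control 1 (0.00318), in a range of 0.00318 to 0.487 over all of them. Over the 49 measured genes of Fig. 3, 35 passed the limma test, 23 without control 2 and 22 to 43 over the alternatives that test all 49.

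The paper ranks bile acid biosynthesis as the most perturbed pathway. Here the list of bile acid synthesis ranked 11 of 35 lists by camera p, and 8 to 12 over the alternatives. These lists are not the KEGG pathways of the paper. It shifted downward past the threshold with the preset correlation and under each alternative of the list test (fry, no sex term, the replicate block, genes above the median and 1 mouse left out) but the estimated correlation (0.0952).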

Other observations

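The tests of chance for the number of genes and for the PLS gap were chosen after their results were seen, those for the lists and the top 150 genes before.

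Canalicular transporters, which carry bile components into bile, went both ways. Of 11 measured, 2 were higher, 1 was lower and 8 did not pass the limma test (2 higher and 4 lower when adjusted over the list alone), with a median log2 fold change of -0.13 (camera adjusted p = 0.113). *Abcb4* was higher, and so was *Abcb1a*, an exporter of drugs, by 0.60 (standard error 0.15, adjusted p = 0.0428), in 6 of 6 knockout mice against controls of their own sex. *Abcg5*, which with *Abcg8* exports sterols, fell by 0.53 (standard error 0.14, adjusted p = 0.0491), and *Abcg8* did not pass (-0.72, adjusted p = 0.0557). The bile salt pump *Abcb11* (0.0079, adjusted p = 0.974, 95% interval -0.15 to 0.16), the conjugate pump *Abcc2* (-0.084, adjusted p = 0.802) and the canalicular adhesion protein *Ceacam1* (-0.23, adjusted p = 0.115) did not pass. *Ceacam1* passed in 3 of 21 alternatives (genes above the median, genes above the upper quartile, and trend and robust moderation), in a range of adjusted p of 0.0332 to 0.307. The call of *Abcb1a* was lost without control 2 at 0.153, control 3 at 0.0955, control 4 at 0.0964, knockout 1 at 0.0677, knockout 2 at 0.0806, knockout 4 at 0.0915 and knockout 5 at 0.0899, in a range of adjusted p of 0.0172 to 0.153 over all alternatives. That of *Abcg5* was lost without control 2 at 0.159, control 3 at 0.0961, control 4 at 0.17, knockout 2 at 0.102, knockout 3 at 0.0527, knockout 4 at 0.101, knockout 5 at 0.0847 and knockout 6 at 0.0716, in a range of 0.0204 to 0.254. *Abcg8* passed without control 1 at 0.0376, knockout 1 at 0.0359 and knockout 3 at 0.0427, in a range of 0.0268 to 0.219, and the set passed without control 1 at 0.0244, in a range of 0.0244 to 0.384. With the replicate block 0 of the 11 transporters were higher and 0 lower, and above the median of all genes 2 were higher and 2 lower.

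Of 16 genes of microvilli and the apical membrane, the actin-bundling *Pls1* (1.73, adjusted p = 0.00158) and the linker *Msn* (0.47, adjusted p = 0.0285) were higher in 6 of 6 knockout mice against controls of their own sex, and 14 did not pass (3 higher and 1 lower when adjusted over the list alone, median 0.05, camera adjusted p = 0.109). The call of *Msn* was lost without control 2 at 0.113, control 4 at 0.111, knockout 1 at 0.0573, knockout 2 at 0.0614, knockout 4 at 0.0709 and knockout 5 at 0.0609, in a range of 0.00954 to 0.355 over all alternatives. Of 20 trafficking genes around *Vps33b*, *Rab25*, a recycling GTPase, was higher (1.02, adjusted p = 0.00883) and 19 did not pass (2 higher when adjusted over the list alone, median 0.02, camera adjusted p = 0.24).

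Genes with higher expression in female liver shifted downward as a set in *Vps33b* fl/fl-AlfpCre mice. Of 18, 2 were lower and 16 did not pass (12 lower when adjusted over the list alone), with a median of -0.97 (camera adjusted p = 1.58e-08, adjusted p = 0.036 with an estimated correlation). The median was -0.157 within males and -0.837 within females, and the difference of these medians was not tested. The lower ones were the transporter *Slc22a27* (-1.77, adjusted p = 0.00689, lost with no sex term at 0.505, in a range of 0.00278 to 0.505 over all alternatives) and *Cyp4a14*, whose call without 1 mouse is given at the largest changes. The number lower was 6 without control 1, 4 without knockout 3 and 1 without control 2 or knockout 2 (0 to 8 over all alternatives). Of 15 genes with higher expression in male liver, *C6*, a complement component, was higher (0.81, adjusted p = 0.0411), *Cyp4a12b*, a fatty acid hydroxylase, was lower (-0.81, adjusted p = 0.0219) and 13 did not pass (2 higher and 2 lower when adjusted over the list alone, median -0.48, camera adjusted p = 0.0674). *C6* did not pass without control 2 at 0.0972, control 3 at 0.0955, control 4 at 0.147, knockout 2 at 0.0835, knockout 3 at 0.0664, knockout 4 at 0.0833 and knockout 5 at 0.0814, in a range of 0.0202 to 0.565. *Cyp4a12b* did not pass without control 2 at 0.0891, control 3 at 0.0523, control 4 at 0.0541 and knockout 4 at 0.0516, in a range of 0.00274 to 0.876. The male set passed without control 1 at 0.0276, knockout 3 at 0.00386 and knockout 5 at 0.0491, in a range of 0.000201 to 0.467.

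Of 19 proliferation genes, the survivin gene *Birc5* was lower (-0.66, adjusted p = 0.0148) and 18 did not pass (1 lower when adjusted over the list alone, median -0.30, camera adjusted p = 0.0237, adjusted p = 0.564 with an estimated correlation). *Birc5* did not pass without control 3 at 0.0508, in a range of 0.0109 to 0.113, and the set did not without control 2 at 0.0888, control 3 at 0.467, knockout 3 at 0.186 and knockout 6 at 0.0977, in a range of 3.95e-07 to 0.726. The median of the set was 0.0067 with the replicate block. Of 12 apoptosis genes, the death receptor *Tnfrsf10b* was higher (1.01, adjusted p = 0.0471) and 11 did not pass (2 higher when adjusted over the list alone, median 0.10, camera adjusted p = 0.168). *Tnfrsf10b* did not pass without control 2 at 0.167, control 3 at 0.1, control 4 at 0.162, knockout 1 at 0.0803, knockout 2 at 0.0983, knockout 4 at 0.0937 and knockout 5 at 0.0944, in a range of 0.013 to 0.167, and the set passed without control 1 at 0.0232 and knockout 3 at 0.0473, in a range of 0.0232 to 0.702. Genes of neighbouring tissues, 13 measured, had 0 past the limma threshold over all genes or over the list alone (0 higher and 0 lower at an unadjusted p under 0.05), with a median of -0.025, a mean of 0.028 and a downward camera test (adjusted p = 0.911), so the signs differ.

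The genotype effects in males and in females had a Pearson r of 0.493 across all 22180 genes, which are not independent replicates. Within males 59 genes were higher and 18 lower, and within females 155 and 46. In controls 39 genes differed between the sexes.

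Over the 100 splits that keep the balance of the sexes, the real split gave the most genes, 942, against 130 for the highest other. This is the strongest result that 100 splits can give, and the test was chosen after its result was seen. It argues against chance for the number of genes without excluding it. Chance cannot be excluded for the lists (19, highest other 22, 11 splits as large), the PLS gap (0.407 of the score range, highest other 0.579, 13 splits as large) or the lists in the top 150 genes (13, highest other 19, 64 splits as large). For the lists, the other splits as large all kept all but 1 of the controls together or put all of them in the other group, so they hold much of the genotype contrast.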
